# Identification of an alternative ligand‐binding pocket in peroxisome proliferator‐activated receptor gamma and its correlated selective agonist for promoting beige adipocyte differentiation

**DOI:** 10.1002/mco2.650

**Published:** 2024-07-10

**Authors:** Qiang Tian, Miaohua Wang, Xueting Wang, Zhenli Lei, Owais Ahmad, Dianhua Chen, Wei Zheng, Pingping Shen, Nanfei Yang

## Abstract

The pharmacological activation of peroxisome proliferator‐activated receptor gamma (PPARγ) is a convenient and promising strategy for promoting beige adipocyte biogenesis to combat obesity‐related metabolic disorders. However, thiazolidinediones (TZDs), the full agonists of PPARγ exhibit severe side effects in animal models and in clinical settings. Therefore, the development of efficient and safe PPARγ modulators for the treatment of metabolic diseases is emerging. In this study, using comprehensive methods, we report a previously unidentified ligand‐binding pocket (LBP) in PPARγ and link it to beige adipocyte differentiation. Further virtual screening of 4097 natural compounds based on this novel LBP revealed that saikosaponin A (NJT‐2), a terpenoid compound, can bind to PPARγ to induce coactivator recruitment and effectively activate PPARγ‐mediated transcription of the beige adipocyte program. In a mouse model, NJT‐2 administration efficiently promoted beige adipocyte biogenesis and improved obesity‐associated metabolic dysfunction, with significantly fewer adverse effects than those observed with TZD. Our results not only provide an advanced molecular insight into the structural ligand‐binding details in PPARγ, but also develop a linked selective and safe agonist for obesity treatment.

## 1 INTRODUCTION

As a key member of the nuclear receptor family, peroxisome proliferator‐activated receptor gamma (PPARγ) is highly expressed in white adipose tissue (WAT) and is the master regulator of WAT homeostasis.^1^, ^2^ In normal state, PPARγ is indispensable for adipocyte differentiation and WAT development, whereas fat‐specific deletion of PPARγ leads to lipoatrophy and severe metabolic dysfunctions.^3^ In overnutrition state, PPARγ stimulates the expression of genes involved in lipogenesis (synthesis of fatty acids) and adipocyte lipid droplet formation, thereby promoting the uptake of fatty acids and their conversion into triglycerides for storage within adipocytes in WAT.^4^ Simultaneously, PPARγ enhances insulin‐sensitivity gene expressions such as *Glut4*, to facilitate glucose uptake and metabolism, thereby maintaining glucose homeostasis.^5^ Furthermore, PPARγ activation can trigger an interesting cell biological process in WAT, in which this nuclear receptor full agonism induces the beige adipocyte biogenesis.^6^ In this situation, PPARγ transactivates the mitochondrial respiration and thermogenic genes, such as *Ucp1*, *Cox8b* and *Plin5*, which further supports the thermogenesis and energy expenditure in WAT. Therefore, pharmacological PPARγ agonism is considered a promising strategy for the treatment of metabolic diseases.

Although several natural lipids and their derivatives can activate PPARγ, till date, the complete endogenous PPARγ ligands have not been identified.^7^ In contrast, thiazolidinediones (TZDs), the synthetic full agonists of PPARγ with robust insulin‐sensitizing functions, have been used as first‐line drugs in the clinical treatment of type 2 diabetes.^8^ However, long‐term treatment with TZDs causes several severe side effects, such as weight gain, fluid retention, osteoporosis, and cardiovascular disorders.^9^ Due to cardiovascular side effects, the US Food and Drug Administration (FDA) and European authorities provisionally retracted the approval of rosiglitazone (RSG)^10^, ^11^; however, in 2013, after a series of clinical studies, the FDA abandoned this decision. Nevertheless, glitazone treatment still needs to be approved during retraction.^12^ Therefore, the adverse effects of TZDs must be considered. However, the development of novel, effective, and safer PPARγ ligands is emerging. A class of “selective PPARγ modulators” (SPPARγMs), which act as partial agonists to specifically modulate the trans activity of PPARγ, has been reported.^13^ SPPARγMs have been developed to optimize gene‐expression signatures to generate metabolically beneficial effects while minimizing side effects.

Multiple attempts to develop SPPARγMs resulted in the creation of various PPARγ ligands. For example, amorfrutins, a class of 2‐hydroxy benzoic acid derivatives, exerts mild PPARγ‐activation activity and significant insulin‐sensitizing effect in animal models and do not exhibit side effects with TZDs.^14^, ^15^ Moreover, telmisartan, an angiotensin receptor inhibitor, binds to PPARγ as a SPPARγM.^16^ In contrast to TZDs, telmisartan induces the destabilization of helix 12 and stabilizes helix H3, producing a distinct conformational change. Telmisartan has been evaluated in clinical trials for the treatment of various diseases.^17^, ^18^ Ongoing basic research on the post‐translational modifications (PTMs) of PPARγ provides new opportunities for developing more efficient SPPARγMs. Choi et al. reported that cyclin‐dependent kinase 5 (CDK5)‐mediated serine 273 phosphorylation inactivates PPARγ and inhibits the expression of insulin‐sensitive genes.^19^ Small molecules MRL24 and SR1664 can block the phosphorylation of PPARγ at serine 273, selectively modulate the PPARγ transactivation to insulin‐sensitivity genes, and improve type 2 diabetes.^20^, ^21^ These compounds have fewer adverse effects on TZDs, and SR1664 has been tested in clinical trials.^22^, ^23^ Recently, our study identified PPARγ T166 phosphorylation and found that this PTM in PPARγ DNA‐binding domain (DBD) switched the white and beige adipocyte transition.^24^ Our compound‐screening assay uncovered a SPPARγM, 2‐cyano‐3,12‐dioxo‐olean‐1,9‐dien‐28‐oic acid (CDDO), that specifically inhibited T166 phosphorylation and enhanced the beige‐adipocyte differentiation. Structural biology strategy provides the evidence that CDDO binding induced the conformational changes of PPARγ, which differs from that by TZD, suggesting that the binding position and characteristics of CDDO are unique. Identifying the CDDO‐binding pocket and discovering key residues in PPARγ are crucial for understanding the CDDO‐activated PPARγ transcriptional actions, and this might be a convenient way to develop new SPPARγMs.

Here, by comprehensive use of structural modeling and biochemical approaches, we dissected the binding characteristics of CDDO in PPARγ, discovered the correlated key residue in PPARγ ligand‐binding domain (LBD), and successfully identified an uncharacterized small molecule‐binding pocket in PPARγ. Based on the novel binding pocket, a library of 4097 natural compounds was constructed, and two‐dimensional (2D) and three‐dimensional (3D) similarity‐based virtual screenings were performed. These series of studies revealed an active molecule, NJT‐2, a terpenoid compound, which was able to bind in the novel pocket and activate PPARγ. The TZD contacted the helix H12 of PPARγ, stabilizing the agonist conformation through a direct hydrogen bond to Tyr473, His323, or His449. In contrast to the bonding mechanism of TZD to PPARγ, NJT‐2 directly bonded by hydrogen bonding with Arg280, Glu259, Ser342, Glu342, Glu291, and Glu295 on the helixes H3 and H2ʹ. In addition, PPARγ had higher binding affinity to NJT‐2 than to CDDO, resulting in the promotion of beige adipocyte differentiation in vitro compared to CDDO. Importantly, the pharmacological efficacy evaluation indicated that NJT‐2 exhibited high activity in activating beige adipocyte differentiation and effectively improved obesity‐related metabolic disorders, while without causing the adverse effects that induced by TZD. These advantages in molecular binding, pharmacological effects, and low side effects collectively support the application prospects of NJT‐2 as a novel PPARγ agonist.

## 2 RESULTS

### 2.1 Identification of a novel small molecule‐binding pocket in PPARγ LBD

In our previous study, we found that CDDO, a partial agonist of PPARγ, possessed high efficiency in inducing WAT browning. Differential hydrogen deuterium exchange (HDX) revealed that CDDO bond to the PPARγ LBD, caused a large magnitude change in DBD, and inhibited protein kinase C alpha (PKCα)‐mediated phosphorylation at the T166 site of DBD. This effect led to the modulation of PPARγ  conformation and changed its transcriptional action, which enhanced the beige cell differentiation. However, RSG, the full agonist of PPARγ had limited effect on the DBD conformation.^24^ This evidence proved that the binding characteristics of CDDO differed from those of RSG, and we considered that CDDO was able to bind to a novel pocket in the PPARγ LBD. Thus, identifying the binding position of CDDO in PPARγ is useful for developing new PPARγ selective ligand.

To achieve this goal, we first applied SiteMap, a Maestro plug‐in, to map the potential binding pockets for small molecules in PPARγ LBD (PDB:3E00), and top five binding pockets were successfully predicted (marked by numbers 1‒5 and shown in Figure 1A). Table S1 summarizes the properties of the pockets with the site and D scores. In these five pockets, pocket 1, with high site and D scores, occupied a large fraction of H2, H3, and H5. To analyze the possible binding positions of CDDO in these five pockets, we used the Glide program for molecular docking. The docking positions are shown in Figures 1B and S1A‒D. In the pocket 1, CDDO was located at a deep cavity with a high docking score of ‒4.196 (Table S1), and the C28 carboxy group of CDDO formed a hydrogen bond with the Ser342 residue in the H2ʹ region (Figure 1B). In the pocket 2, the C28 carboxy group formed a hydrogen bonding interaction with Gln273 in H3 region, and docking score was ‒2.143 (Figure S1A). In pocket 3, the C3 carbonyl group of CDDO formed a hydrogen bond with LYS‐336 on the surface of H5, and the C12 carbonyl group formed a hydrogen bond with Lys373 on the surface of the H6 region, resulting in a docking score of ‒2.650 (Figure S1B). In pocket 4, the C28 carboxy and C12 carbonyl groups of CDDO formed hydrogen bonds with Gln444 and Lys438 in the H11 region, respectively (docking score, ‒2.531) (Figure S1C). In pocket 5, the C28 carboxy group of CDDO formed hydrogen bonds with Lys301 in the H3 region, and the C3 carbonyl group formed hydrogen bonds with Lys319 in the H4 region (docking score, ‒2.531) (Figure S1D). Combining these results, pocket 1 was most probably the best region for CDDO binding to the PPARγ LBD.

**FIGURE 1:**
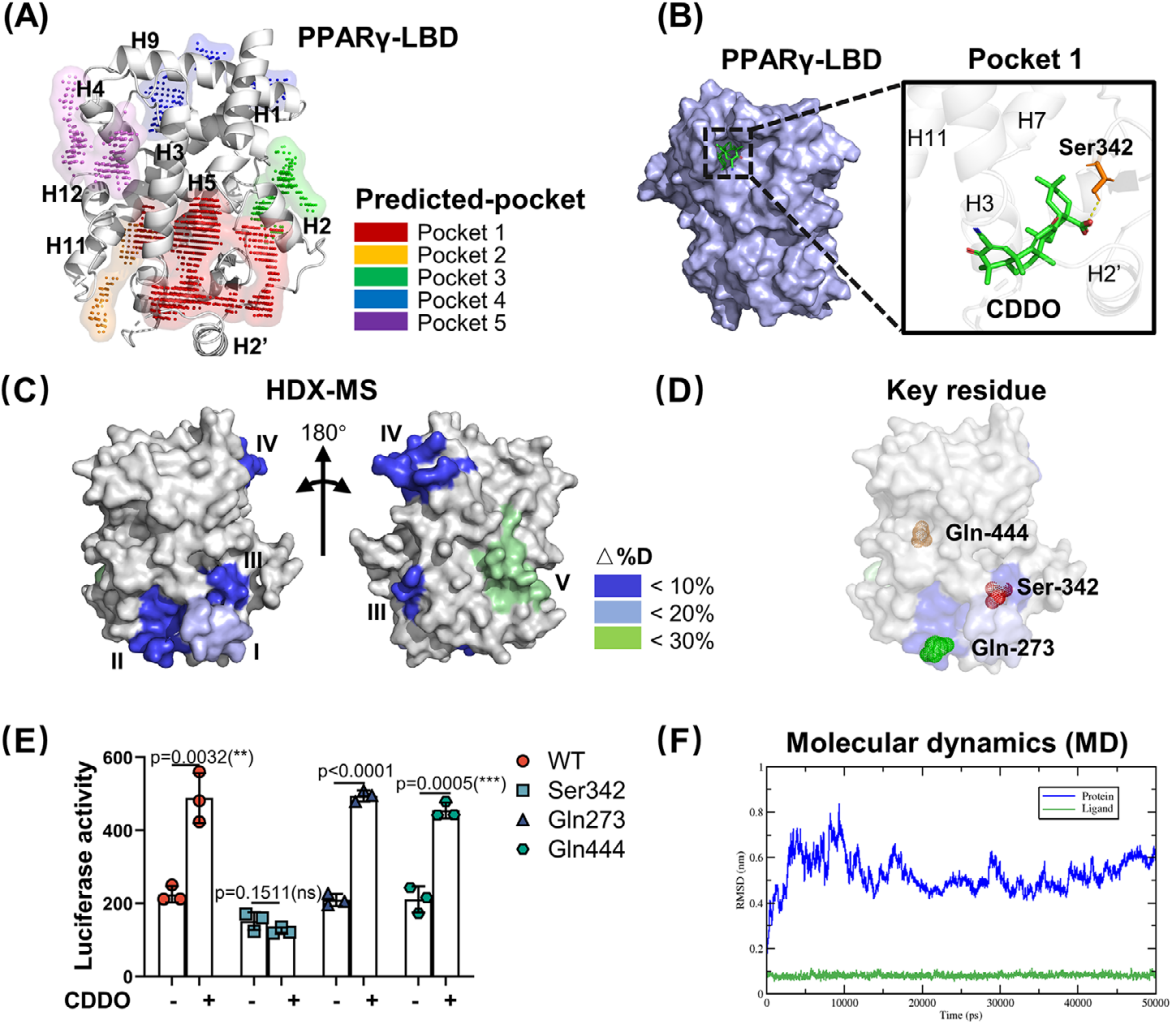
Identification of a novel 2‐cyano‐3,12‐dioxo‐olean‐1,9‐dien‐28‐oic acid (CDDO) binding pocket in proliferator‐activated receptor gamma (PPARγ). (A) SiteMap prediction of five high‐rank possible binding pockets in PPARγ ligand‐binding domain (LBD). (B) The predicted pocket 1 that CDDO binding and the interacted Ser342 residue. (C) Re‐analyzing the published hydrogen deuterium exchange (HDX)‐MS data and mapping five dramatical exchange regions induced by CDDO (regions I‒V). (D) The key residues in predicted CDDO‒PPARγ complex: Ser342 (pocket 1), Gln273 (pocket 2), and Gln444 (pocket 4). (E) Luciferase reporter assay evaluating the transcriptional activity of wild type (WT) and site mutated PPARγ with or without CDDO treatment in 293T cells. Every point represented one experimental replication (*n* = 3). (F) Changes in root mean square deviation (RMSD) values of the CDDO‒PPARγ complex within Ser342 as the binding pocket. Data are expressed as the mean ± standard deviation (SD). Data are analyzed by unpaired Student's *t*‐test. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

Based on the above prediction, to further investigate and confirm the binding pocket, we re‐analyzed the differential HDX data obtained in our recent study^24^ and constructed a virtual structure model of the LBD using PyMol. As shown in Figure S1E, CDDO binding induced a distinct HDX profile in the LBD compared with that in the RSG. In RSG–PPARγ complex, RSG induced significant HDX change ratio in helices 5, 11, and 12, while CDDO led to significant HDX change ratio in helices 2′, 3, 5, 9, and 10. Furthermore, we summarized five dramatical exchange regions that were induced by CDDO in PPARγ LBD (Figure 1C). Region I, covering residues 256‒273, showed an average decrease of 20% in deuterium uptake. Regions II (residues 275‒285), III (residues 335‒348), and IV (residues 421‒431) showed approximately 10% decrease in deuterium uptake. Region V (residues 440‒453) exhibited approximately 30% increase in deuterium uptake. Collectively, the HDX data suggested that these five regions are possible binding pockets for CDDO. On comparing SiteMap prediction and HDX assay data, we found that the pockets 1, 2, and 4 covered regions III, I, and V, respectively. Region III contained a deep hydrophobic pocket, indicating that CDDO could be located in this cavity. These results suggest that region III is a suitable pocket for CDDO binding to PPARγ LBD. Based on the results of molecular docking and HDX‐MS, we selected Ser342 (pocket 1), Gln273 (pocket 2), and Gln444 (pocket 4) as key residues for further study (Figure 1D). Thus, the candidate binding sites for the CDDO–PPARγ complexes were most likely to be Ser342(S342), Gln273(Q273), or Gln444(Q444).

To verify this speculation, we used a luciferase reporter assay with alanine point mutant PPARγ proteins (S342A, Q273A, and Q444A). As shown in Figure 1E, only the S342A mutant totally blocked the CDDO‐induced transcriptional activation of PPARγ. This indicates that the S342 residue is the critical site for CDDO binding, and the corresponding pocket 1 is the binding region for CDDO. Molecular dynamics (MD) simulations were performed to explore the stability of the PPARγ–CDDO complex within the Ser342 binding site (pocket 1). The root mean square deviation (RMSD) values showed that the model was stable in the last 20 ns, fluctuating less than 0.3 Å (Figure 1F) and forming four hydrogen bonds (Figure S1F). Combining these results shows that Ser342 contributes to the CDDO–PPARγ interaction. The pocket 1 with a high druggable score has maintained the stability of the CDDO–PPARγ complex, suggesting that pocket 1 and Ser342 site in it were good candidates for further virtual screening.

### 2.2 2D and 3D similarity‐based virtual screening

Virtual screening is widely used in drug discovery. In this study, 2D and 3D similarity‐based virtual screening was used to identify CDDO‐like compounds. First, we created an in‐house chemical library derived from traditional Chinese medicines (TCMs). The compounds in this library are derived from 91 Chinese herbal medicines recorded in ancient Chinese medical texts (including Shang Han Lun, Jin Kui Yao Lve, and Pi Wei Lun) for their therapeutic effects on metabolic diseases. As shown in Figure S2A, some herbs appeared in all three ancient Chinese medical texts. By comprehensively reviewing the formulas and the cited herbs in the three ancient texts, integrating annotations from the Traditional Chinese Medicine Systems Pharmacology Database and Analysis Platform (TCMSP), Traditional Chinese Medicines Integrated Database (TCMID), and CSCB online databases, 4097 natural compounds were collected and recorded in our virtual in‐house small molecule library (Figure S2B) (refer Section 4). Then, using molecular access system (MACCS), extended‐connectivity fingerprints (ECFP), and topological 2D fingerprints, we screened 51 CDDO‐like compounds (top 20). Thirty‐eight compounds (top 20 ranked) were selected based on 3D shape fingerprints. After the removal of duplicates, 80 compounds were identified. For better physicochemical properties and structural diversity, 10 compounds were further selected according to the value of log *p *< 5.0 and cluster analysis (Figure 2A and Table S2), including saikosaponin D (NJT‐1), saikosaponin A (NJT‐2), licorice‐saponin F3 (NJT‐3), saikosaponin B3 (NJT‐4), ginsenoside Rg3 (NJT‐5), longispinogenin 3‐O‐beta‐D‐glucuronopyranoside (NJT‐6), uralsaponin B (NJT‐7), 26‐deoxyactein (NJT‐8), arjungenin (NJT‐9), and hederagenin 3‐O‐arabinoside (NJT‐10).

**FIGURE 2:**
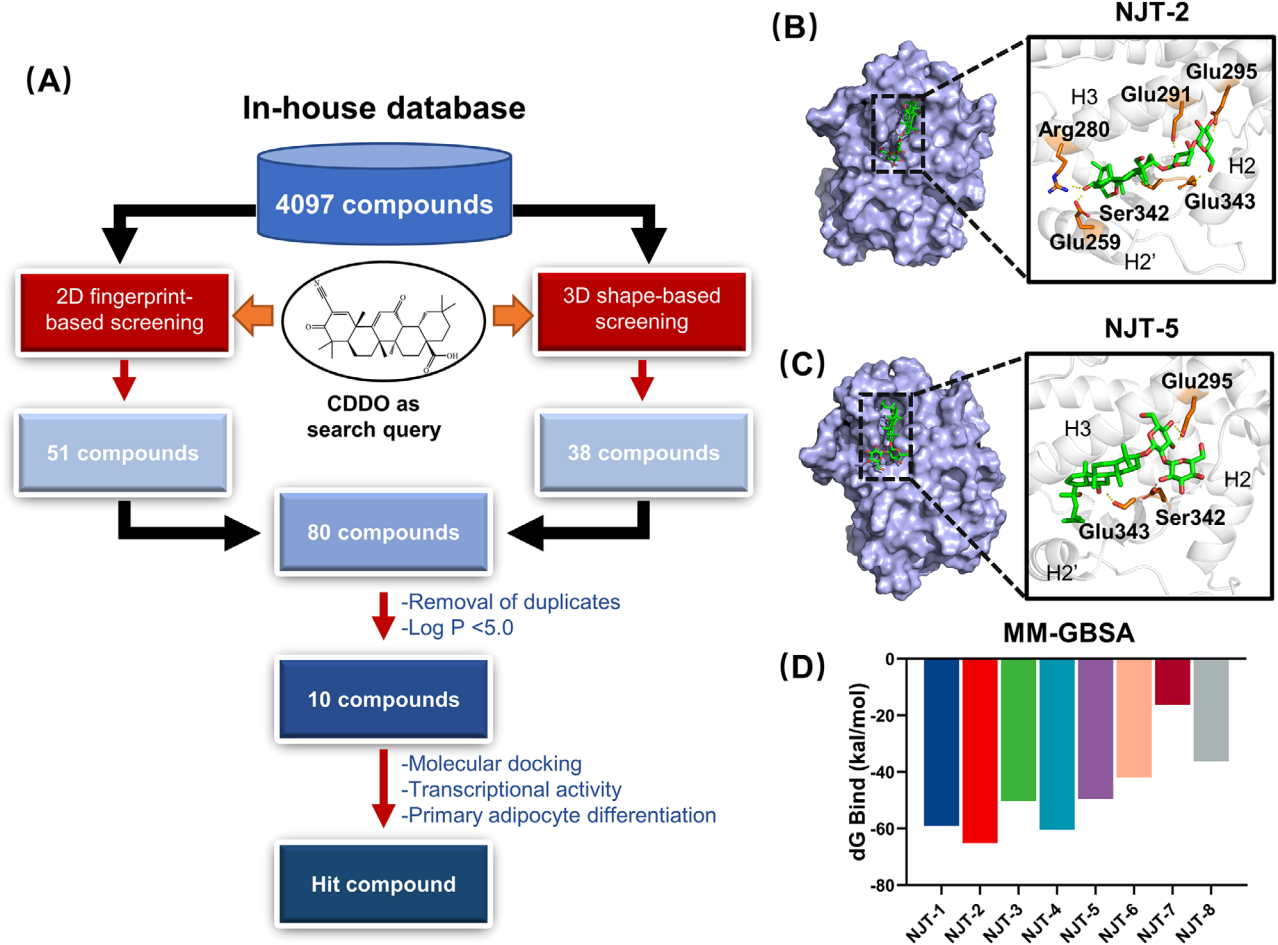
Virtual screening identifies NJT‐2 and NJT‐5 bind in pocket 1. (A) The workflow of two‐dimensional (2D) and three‐dimensional (3D) similarity‐based virtual screening based on in‐house natural compound library. (B and C) The docking model of NJT‐2 (B) or NJT‐5 (C) with pocket 1 in proliferator‐activated receptor gamma (PPARγ) ligand‐binding domain (LBD). (D) Generalized Born and surface area solvation (MM‐GBSA) analysis of the binding free energies of the compound to PPARγ.

To discover the novel selective modulators of PPARγ in these 10 compounds, we applied the molecular docking within identified pocket 1. The docking scores are shown in Table S2. The docking results showed that the high docking scores of NJT‐1 and NJT‐2 compounds were 5.89 and 5.71, respectively. Detailed docking model revealed that NJT‐1 formed hydrogen‐bonding interactions with Arg280, Glu259, Glu291, and Glu295 with PPARγ (Figure S2C). NJT‐2 formed six hydrogen bonds with Arg280, Glu259, Ser342, Glu342, Glu291, and Glu295 (Figure 2B). NJT‐1 and NJT‐2 are a pair of isomers, and their structural difference is in the configuration of the hydroxyl group at C16.^25^ However, NJT‐1 is highly toxic, causing hepatotoxicity, neurotoxicity, hemolysis, and cardiotoxicity.^26^ NJT‐3 and NJT‐4 could also target PPARγ with the docking scores of 5.49 and 4.96, respectively. However, NJT‐3 and NJT‐4 did not interact with Ser342 (Figure S2D,E). NJT‐5 formed hydrogen bonds with Ser342, Glu‐343, and Glu‐295 (Figure 2C) with the docking score was 4.53. NJT‐6, and NJT‐7 and NJT‐8 had lower affinity to PPARγ with the docking scores were 4.18, 4.12, and 3.11, respectively, and all of them exhibited the interaction with Ser342 (Figure S2F‒H). At last, NJT‐9 and NJT‐10 could not be docked in pocket. Furthermore, the generalized Born and surface area solvation (MM‐GBSA) method was used to determine the binding free energies of the compound‒PPARγ complexes. MM‐GBSA results revealed that NJT‐2, NJT‐4, and NJT‐1 provided the higher binding affinity of PPARγ with Δ*G* bind values of ‒65.11, ‒60.46, and ‒59.06 kcal/mol, respectively (Figure 2D). Therefore, based on their binding scores and interactions with Ser342, we selected NJT‐2 and NJT‐5 for further biological evaluation.

### 2.3 NJT‐2‐activated PPARγ and promoted beige adipocyte differentiation in vitro

To further study the biological activity of NJT‐2 and NJT‐5 on PPARγ and the correlated function in adipocytes, we first conducted the cell viability assay on primary adipose‐derived stem cell (ADSC) or 3T3‐L1 cell line. As shown in Figure S3A,B, cell counting kit‐8 (CCK‐8) assay indicated that NJT‐2 at concentrations below 10 µM does not induce significant cytotoxicity in either ADSC or 3T3‐L1 cells. The Annexin V/propidium iodide (PI) apoptosis kit evaluation confirmed the results obtained by the CCK‐8 assay (Figure S3C,D). Considering the differentiated mature adipocytes could not be analyzed by flow cytometry, we combined used TUNEL and CCK8 assay to evaluated the cytotoxicity of NJT‐2 on adipocytes. The results showed that NJT‐2 at concentrations below 1 µM were safe for mature adipocytes (Figure S3E,F). Parallelly, we also assessed the cytotoxicity of NJT‐5, and the data suggested that NJT‐5 at 20 µM did not induce significant cytotoxicity (Figure S3A,B,E).

We compared the bioactivity of NJT‐2 and NJT‐5. To allow for comparison with equal concentrations of RSG or CDDO (positive controls) in subsequent experiments, we chose to use a dose of 200 nM NJT‐2 and NJT‐5 for in vitro activity assessment. First, in the primary adipocyte differentiation model, both NJT‐2 and NJT‐5 promoted de novo adipogenesis (Figure S4A,B), and NJT‐2 exhibited a stronger capacity to induce differentiation. Second, compared to NJT‐5, NJT‐2 significantly promoted the expression of adipogenic genes, such as *Fabp4*, *Fasn*, and *CD36* (Figure S4C). These data suggested that the bioactivity of NJT‐2 on adipocyte‐differentiation promotion was higher than that of NJT‐5. Therefore, we selected NJT‐2 cells for further evaluation of beige cell biogenesis and metabolic regulation.

As NJT‐2 effectively promotes the differentiation of ADSC cells into adipocytes (Figure 3A), it also significantly enhanced the expression levels of beige adipocyte‐related genes, including *Ucp1*, *Prdm16*, *Cox8b*, *Dio2*, *Atgl*, *Acot11*, etc. (Figure 3B). As an important marker of beige adipocytes,^27^ the level of uncoupling protein‐1 (UCP1) was parallelly detected by Western Blotting. These results suggest that NJT‐2 increased the protein level of UCP1 in a dose‐dependent manner (Figure 3C). Since beige adipocyte biogenesis is tightly linked to mitochondrial activity, we analyzed the mitochondrial membrane potential using Mitotracker Red. As shown in Figure 3D, NJT‐2 enhanced the mitochondrial activity in adipocytes. Subsequent bioenergetic measurements confirmed that NJT‐2 induced a marked increase in the oxygen consumption rate (OCR) (Figure 3E), indicating that this small molecule supports energy expenditure in beige adipocytes.

**FIGURE 3:**
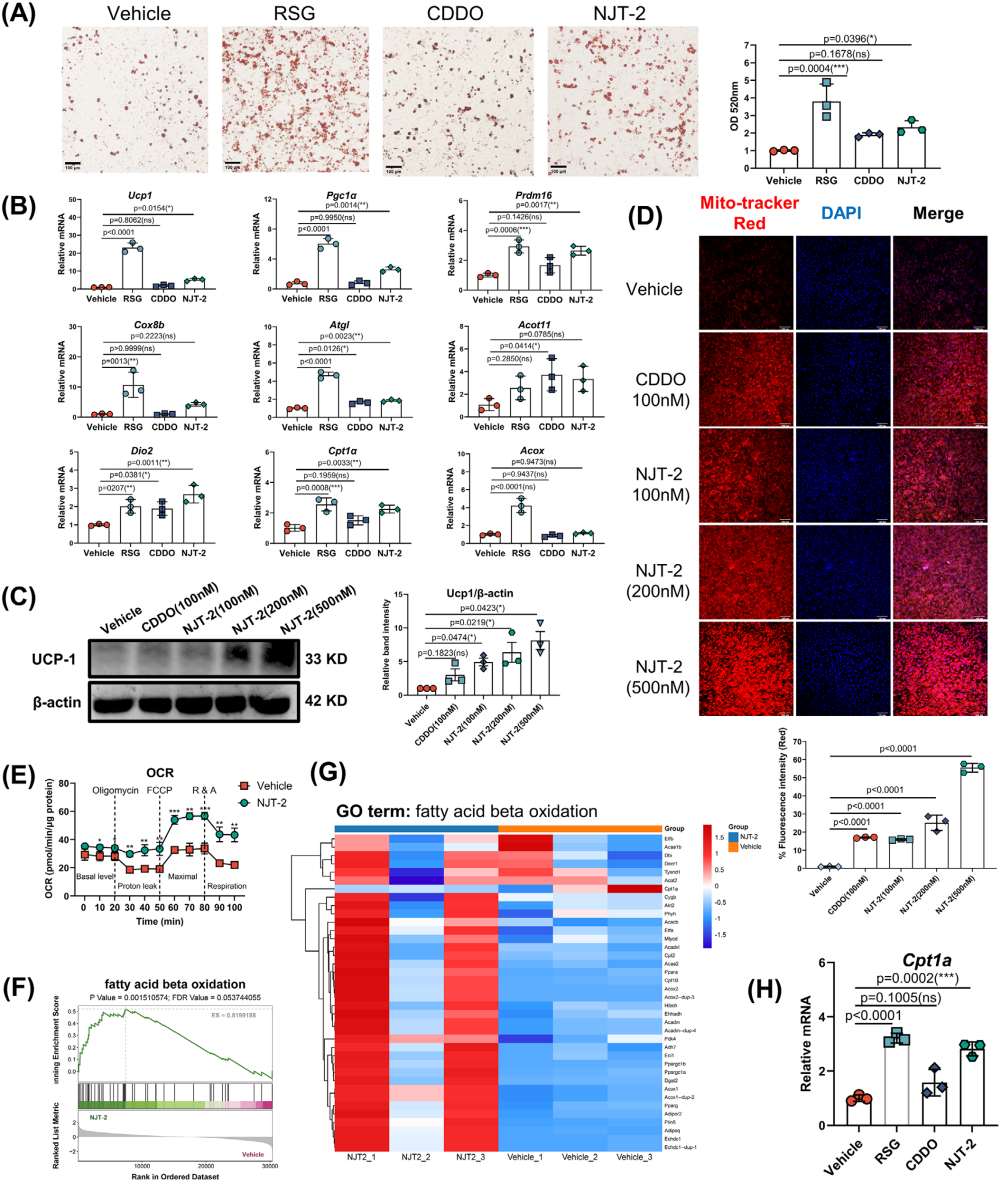
NJT‐2 effectively promotes the beige adipocyte differentiation in vitro. (A) The adipose‐derived stem cell (ADSC) cells were isolated from subcutaneous adipose tissue (SAT) and were differentiated into mature adipocytes with or without the compound treatment. The concentration of compounds (rosiglitazone [RSG], 2‐cyano‐3,12‐dioxo‐olean‐1,9‐dien‐28‐oic acid [CDDO], and NJT‐2) was 200 nM. Oil red O staining and quantitative analysis of the content of lipid droplets. In statistical chart, every point represented one experimental replication (*n* = 3). (B) Beige cell‐related marker gene expressions were evaluated by qPCR. Every point represented one experimental replication (*n* = 3). (C) Western blotting analysis of UCP1 protein content in cultural differentiated adipocytes. This experiment has been repeated three times and every point in statistical chart represents one experimental replication (*n* = 3). (D) Confocal microscopy analysis of the mitochondrial potential (MitoTracker red) in differentiated adipocytes. 100× magnification; scale bar, 100 µm. This experiment has been repeated three times and every point in statistical chart represents one experimental replication (*n* = 3). (E) Oxygen consumption rate (OCR) of adipocyte mitochondria (*n* = 5). (F) Gene set enrichment analysis (GSEA) analysis of differentially expressed genes in RNA‐sequencing (RNA‐seq). (G) Expression of fatty acid beta oxidation genes by RNA‐seq (*n* = 3). *p* < 0.05 according to an unpaired two‐sided Student's *t*‐test and **|**log2 (fold change [FC])**|** > 1. (H) qPCR analysis of Cpt1a mRNA level in cultural differentiated adipocytes. Every point represented one experimental replication (*n* = 3). Data are expressed as the mean ± standard deviation (SD). Data are analyzed by one‐way analysis of variance (ANOVA) followed by Dunnett's test (A‒D, H) or two‐way ANOVA followed by Bonferroni's test (E). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

Considering that beige adipocytes possess enhanced glucose uptake function, we quantified the glucose content in the culture media and calculated glucose consumption upon NJT‐2 treatment. The results showed that similar to the efficacy of RSG, NJT‐2 treatment significantly increased glucose uptake by adipocytes (Figure S5A). We analyzed the gene expression of *Glut4*, the major glucose transporter isoform in adipocytes and found that its mRNA level was dramatically increased by NJT‐2 administration (Figure S5B), which supported the conclusion obtained by glucose quantification that NJT‐2 could upregulate *Glut4* expression and promote glucose uptake. We next analyzed the effect of NJT‐2 on lipid metabolism. Previous studies indicated that lipid catabolism and anabolism are inseparable in thermogenic adipocytes. Brown and beige adipocytes upregulate the fatty acid synthesis pathway to support mitochondria‐mediated fatty acid oxidation (FAO) and heat dissipation. Here, we quantified the fatty acid content and relative gene expression of two rate‐limiting enzymes (*Acc1* and *Fasn*) in adipocyte fatty acid synthesis. We found that NJT‐2 treatment markedly increased fatty acid levels and significantly enhanced *Acc1* and *Fasn* mRNA levels (Figure S5C,D), indicating that NJT‐2 enhanced fatty acid synthesis. 

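Adipose-derived stem cells (ADSCs), the adipocyte precursors isolated from mouse white adipose tissue, were differentiated with vehicle or with NJT-2, and RNA from 3 cultures per group was sequenced. The paper harvests mature adipocytes on differentiation day 8 and gives 200 nM as the concentration of the compounds in this cell model, and it does not state a concentration for the sequenced cultures separately. The authors aligned the reads to the mouse genome GRCm38 with HISAT2 and deposited the read count and the FPKM value of each gene in each library. An FPKM value is the count divided by the length of the gene and by the total of the library. The paper's text does not name the counting tool or the annotation release. The 4864 genes analysed here are the first of the table in the order of their Ensembl numbers, and every number of genes given for these data is a number among them. This order was not set by the expression in these libraries, but it is not free of a link with it. The mouse annotation GENCODE M21 has 55450 genes, and the analysed genes hold a larger share of the reads, given below, than of these genes. Genes outside this part were not analysed here, among them *Fabp4*, *Scd1*, *Cpt1b*, *Dgat2*, *Ppargc1a*, *Ucp1*, *Cidec*, *Mrap*, *Cyp27a1*, and *Acadl*. The counts on the analysed genes summed to 16093037, 28929673, and 22658148 in vehicle replicates 1, 2, and 3, and to 21754758, 22360178, and 21474315 in NJT-2 replicates 1, 2, and 3. The FPKM values imply whole-library totals of 58109629, 89137556, and 71389590 for vehicle and of 70955092, 70086141, and 69881977 for NJT-2, so the analysed genes hold between 27.7% and 32.5% of each library. Differential expression was tested on the counts with edgeR's quasi-likelihood test and trimmed mean of M values (TMM) normalization, over the 3705 genes with a mean FPKM of at least 0.5. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the limits in the paper's methods, which used DESeq2. The filter removed genes at very low expression, so that for these the counts themselves are given. The spread between replicates was wide, with a common biological coefficient of variation of 0.504 in edgeR.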

To further confirm our observations, we performed unbiased RNA‐sequencing (RNA‐seq) to describe the metabolic phenotype of NJT‐2‐treated adipocytes. The results showed that the vehicle and NJT‐2‐treated adipocytes had distinct molecular signatures (Figure S5E). 

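The distance between 2 libraries was measured as the Euclidean distance of their log2(FPKM + 1) values over the tested genes. It averaged 60.0 between vehicle and NJT-2 libraries and 46.3 within the groups, with 50.9 among the vehicle libraries and 41.7 among the NJT-2 libraries. The difference of 13.7 between these averages was the largest of the 10 possible splits of the 6 libraries (one-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). On log2 CPM values (counts scaled to the library total), a scale added after seeing the data, it was 18.4. Leaving out each library in turn, it stayed above 0, from 8.74 without NJT-2 replicate 1 to 22.4 without vehicle replicate 3, but the real split stayed the largest of the 10 only without vehicle replicate 3. The exact permutation p was 0.3 without NJT-2 replicate 1 and 0.2 without each of the other 4 libraries. The spread within the groups came from a library in each. Vehicle replicate 1 lay 53.8 and 71.3 from vehicle replicates 2 and 3, which were 27.7 apart, and NJT-2 replicate 2 lay at least 55.3 from both NJT-2 replicates 1 and 3, which were 11.8 apart. The vehicle libraries also differed in their trend with transcript length. Against the mean of the NJT-2 libraries, the log2 ratio of vehicle replicates 1 and 2 fell with transcript length (Spearman correlations of -0.416 and -0.421 across genes, which are not independent replicates), while that of vehicle replicate 3 had a correlation of 0.034. Of the tested genes, 1080 had values in the NJT-2 libraries that did not overlap with the vehicle libraries, a share of 29.15% where chance gives 10%.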

Gene set enrichment analysis (GSEA) indicated that NJT‐2 regulates both lipid biosynthesis and FAO (Figures S5F and 3F). 

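Both processes were tested with camera (limma), a competitive gene set test, on the genes that the deposited annotation assigns to each Gene Ontology term. Of the genes annotated to fatty acid beta-oxidation, 20 are among the analysed genes and 18 were tested. Of these, 14 were higher with NJT-2 and the median log2 fold change was 0.82, with an adjusted p of 0.00145 over the 5 gene sets tested (camera, two-sided, preset inter-gene correlation of 0.01). The median log2 difference from the mean of the vehicle libraries was 1.17 and 0.97 in NJT-2 replicates 1 and 3 and -0.024 in NJT-2 replicate 2. For the fatty acid biosynthetic process, 16 of 19 genes were tested, 10 were higher, and the median log2 fold change was 0.48, which did not pass the threshold (adjusted p = 0.212, camera). Its median in the libraries was 0.86, -0.28, and 0.61 in NJT-2 replicates 1, 2, and 3. Without NJT-2 replicate 2, its adjusted p from camera was 0.0492. Of the 5 sets, the 4 with an adjusted p under 0.05 in camera also had one in the rotation test fry, where the adjusted p of beta-oxidation was 0.0261. With an inter-gene correlation estimated from these libraries, none of the 5 did, and the adjusted p of beta-oxidation was 0.24. Across its alternatives, the adjusted p of beta-oxidation ran from 0.000112 to 0.24, and that of the biosynthetic process, with the annotated genes, from 0.0461 to 0.541.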

Regarding the lipid biosynthesis process, NJT‐2 treatment enriched a unique profile of gene sets, including *Fasn*, *Cd36*, *Fabp4*, and *Scd1/2* (Figure S5G). On the other hand, for FAO catabolism process, NJT‐2 significantly increased fatty acid oxidization gene expressions, such as *Cpt1b*, *Plin5*, *Dgat2*, *Acox*, *Ppargc1a*, etc. 

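*Cd36* (ENSMUSG00000002944), a fatty acid transporter gene on chromosome 5 of GRCm38 from 17781690 to 17888801, had an FPKM of 353 ± 130.1 (SD, n = 3) with NJT-2 and 1.30 ± 1.47 (SD, n = 3) with vehicle. Its log2 fold change was 8.08 (standard error 1.10, adjusted p = 0.0278 from edgeR's quasi-likelihood test). Leaving out each library in turn, the log2 fold change of *Cd36* stayed between 7.53 and 9.36, while its adjusted p rose to 0.243 without vehicle replicate 2, the highest in a range from 1.51e-22 over all alternatives. *Scd2* (ENSMUSG00000025203), on chromosome 19 from 44293674 to 44306864, had an FPKM of 257 ± 76.8 with NJT-2 and 115 ± 61.4 with vehicle (SD, n = 3 each). Its log2 fold change was 1.07 (standard error 0.41), with an unadjusted p of 0.0334 in edgeR that did not pass adjustment over all genes tested (adjusted p = 0.253). *Scd2* has close paralogs, and the counting of the authors could have divided reads between them. *Fasn* (ENSMUSG00000025153), on chromosome 11 from 120805846 to 120824547, had an FPKM of 50.2 ± 27.7 with NJT-2 and 29.7 ± 6.16 with vehicle (SD, n = 3 each). NJT-2 replicate 2, at 20.1, lay below every vehicle library, and the difference in *Fasn* was not distinguishable from the replicate error (log2 fold change 0.49, standard error 0.53, adjusted p = 0.598 in edgeR). With each library's trend with transcript length taken out, an alternative chosen after seeing the data, the log2 fold change of *Fasn* was -0.24. It was 0.10 without NJT-2 replicate 1 and 0.85 without NJT-2 replicate 2. With libraries weighted by their quality it was 1.34 (limma with arrayWeights, not converged) and 1.33 (voom, chosen after seeing the data), and *Fasn* was called. Its adjusted p ran from 6.17e-07 to 0.945 over the alternatives. *Fabp4* and *Scd1* were not analysed here.

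**Figure D1:**
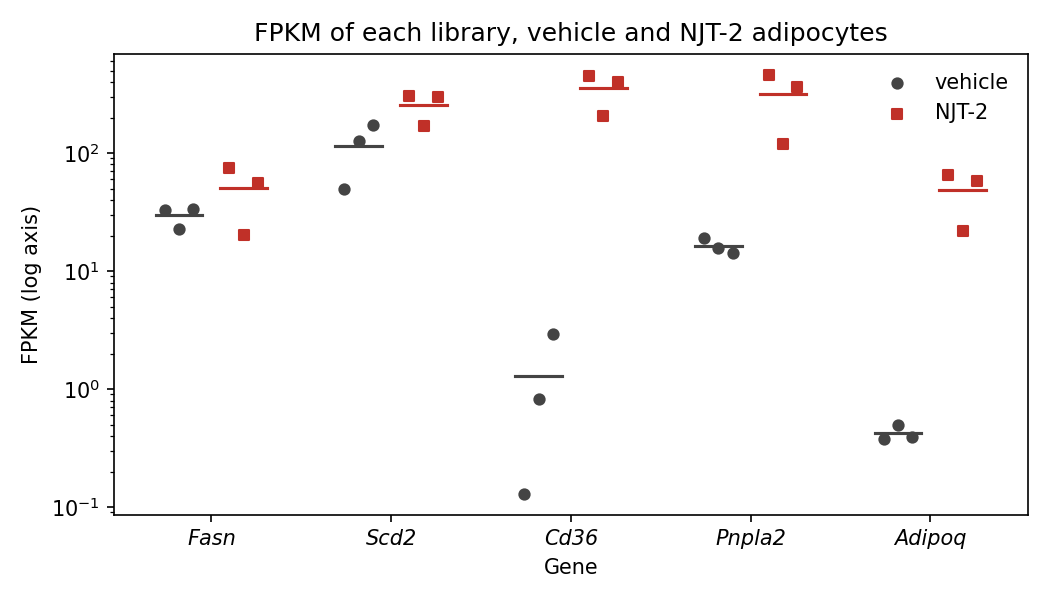
FPKM on a log axis of 5 genes in the 3 vehicle libraries (circles) and the 3 NJT-2 libraries (squares), in the order of replicates 1 to 3 from left to right, with a line at the mean of each group. The groups overlap in *Fasn* and *Scd2* and do not overlap in *Cd36*, *Pnpla2*, and *Adipoq*.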

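*Plin5* (ENSMUSG00000011305), which encodes a lipid droplet protein and lies on chromosome 17 of GRCm38 from 56111601 to 56117596, had 0, 7, and 8 counts in the vehicle libraries and 188, 80, and 182 in the NJT-2 libraries. Its log2 fold change of 4.95 had a standard error of 1.05 and an adjusted p of 0.1 in edgeR's quasi-likelihood test, so that *Plin5* was not called although the groups did not overlap. DESeq2 called it, with an adjusted p of 0.000284, in a range from 2.83e-08 to 0.4 over its alternatives. Of the 34 genes in the heatmap of Fig. 3G, which the study chose on these libraries, 16 were tested here. Of these 16, 11 were higher and 5 lower with NJT-2, with log2 fold changes from -0.83 to 6.62 and a median of 0.84, and 3 were called, all of them higher. *Cpt1b*, *Dgat2*, and *Ppargc1a* were not analysed here.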

(Figure 3F,G). Quantitative real‐time polymerase chain reaction (qPCR) confirmed that *Cpt1b*, the rate‐limiting enzyme in FAO, was highly induced by NJT‐2 treatment (Figure 3H). Meanwhile, the several glucose metabolism genes related to insulin sensitivity were also significantly induced by NJT‐2, including *Glut4*, *Pparα*, and *Adipoq* (Figure S5H‒I). Collectively, all these data suggest that NJT‐2 remodels glucose and lipid metabolisms during the beige adipocyte differentiation.

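*Glut4* (*Slc2a4*, ENSMUSG00000018566), on chromosome 11 of GRCm38 from 69942539 to 69948175, had 0, 41, and 34 counts in vehicle replicates 1, 2, and 3 and 3907, 291, and 2029 in NJT-2 replicates 1, 2, and 3. Its log2 fold change was 6.49 (standard error 1.35), and with this spread among the NJT-2 libraries its adjusted p was 0.0933 in edgeR's quasi-likelihood test. It was called by DESeq2 (adjusted p = 9.8e-08), and its adjusted p ran from 4.88e-09 to 0.378 over the alternatives. *Adipoq* (ENSMUSG00000022878), on chromosome 16 from 23146536 to 23158028, encodes adiponectin and had the smallest p of all tested genes. Its FPKM was 0.423 ± 0.067 with vehicle and 48.4 ± 23.0 with NJT-2 (SD, n = 3 each), a log2 fold change of 6.62 (standard error 0.56, adjusted p = 0.0127 in edgeR). Without vehicle replicates 1 or 2, the adjusted p of *Adipoq* was 0.0617 and 0.12 and its log2 fold change 6.72 and 6.63, and over its alternatives the adjusted p ran from 9.42e-36 to 0.12. *Pparα* (*Ppara*, ENSMUSG00000022383), on chromosome 15 from 85734983 to 85802819, had a mean FPKM under 0.5 and was outside the test. It had 0, 12, and 23 counts with vehicle and 416, 85, and 255 with NJT-2. In a fit over all genes with a count, its log2 fold change was 4.45 (adjusted p = 0.188 in edgeR). Over its alternatives, all of them edgeR fits, the adjusted p of *Ppara* ran from 0.123 to 0.508. DESeq2, limma, and voom were not run on this gene. For the Gene Ontology term glucose metabolic process, 17 of the 19 analysed genes were tested and 11 were higher with NJT-2. Their median log2 fold change was 0.50, and the median log2 difference from the mean of the vehicle libraries was 0.203, 0.50, and 0.245 in NJT-2 replicates 1, 2, and 3. The set had an adjusted p of 0.0164 over the 5 sets in camera, of 0.00631 in fry, and of 0.122 with an estimated inter-gene correlation, the lowest and the highest over the alternatives that used the annotated genes. In each of the 6 fits that left out a library, the adjusted p of this set from camera stayed under 0.05, and the highest was 0.0461, without vehicle replicate 1.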

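The paper names for these data, or measured by qPCR in the same cell model, 28 genes including *Pparg*, of which 16 were analysed and 12 passed the expression filter. With NJT-2, 10 of the 12 were higher, and *Cpt1a* and *Dio2* were lower. Over all genes tested, 4 of them had an adjusted p under 0.05 in edgeR's quasi-likelihood test, among them *Cd36*, *Adipoq*, and the lipase gene *Pnpla2*. Adjusted over the list alone, the number was 10, among them *Dio2*, which was lower, and not *Fasn* or *Cpt1a*. This number is not independent evidence for the genes that the study chose on these libraries. *Pnpla2* (ENSMUSG00000025509), on chromosome 7 of GRCm38 from 141455198 to 141460743, had an FPKM of 16.3 ± 2.46 with vehicle and 314 ± 175.6 with NJT-2 (SD, n = 3 each), with a log2 fold change of 3.99 (standard error 0.61, adjusted p = 0.0408 in edgeR). In the fits that left out a library, *Pnpla2* stayed called only without NJT-2 replicate 2 (adjusted p = 0.0213 in edgeR), and its adjusted p ran from 2.26e-11 to 0.3 over the alternatives. From the enriched processes and the genes within them, together with the glucose and fatty acid measurements, the paper proposes that NJT-2 changes the handling of glucose and lipids while the cells become beige adipocytes.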

### 2.4 NJT‐2 modulates the transcriptional action of PPARγ

To examine the mechanism by which NJT‐2‐activated PPARγ and promoted beige‐adipocyte differentiation, we evaluated the effects of this small molecule on PPARγ transcriptional action. First, to prove NJT‐2 could bind to PPARγ in mammalian cells, we fused green fluorescent protein (GFP) PPARγ LBD and overexpressed the fusion protein in 293T cells. GFP overexpression was used as a control. Then, microscale thermophoresis (MST) was applied to evaluate the affinity of NJT‐2 to PPARγ LBD in cells. The results showed that NJT‐2 could bind to the LBD of PPARγ with a *K*_d_ value of 5.07 µM in mammalian cells (Figure S6A). Second, in luciferase reporter system, we observed that NJT‐2 significantly enhanced the transcriptional activity of PPARγ, and compared to that of CDDO, NJT‐2 exhibited stronger capacity to activate PPARγ. Compared to the complete agonist RSG, NJT‐2 achieved approximately 40% transactivation activity, indicating that NJT‐2 is a partial agonist of PPARγ (Figure 4A). Subsequently, transcriptional cofactor binding was analyzed. PRDM16 and PGC1α are defined as the pro‐beiging co‐factors that bind to PPARγ and guide it to promote the beige cell‐related gene transcription.^28^, ^29^ Here, we used co‐immunoprecipitation (Co‐IP) to evaluate the interactions of PPARγ and PRDM16 or PGC1α. As showed in Figure 4B,C, 200 nM NJT‐2 treatment significantly enhanced the interplay between PPARγ and PRDM16 or PGC1α, which suggested that NJT‐2 possessed the capacity to facilitate the pro‐beiging transcriptional complex assembly. These results indicated that NJT‐2 can directly bind to PPARγ, induce co‐factor interaction, and activate the transcriptional PPARγ activity.

**FIGURE 4:**
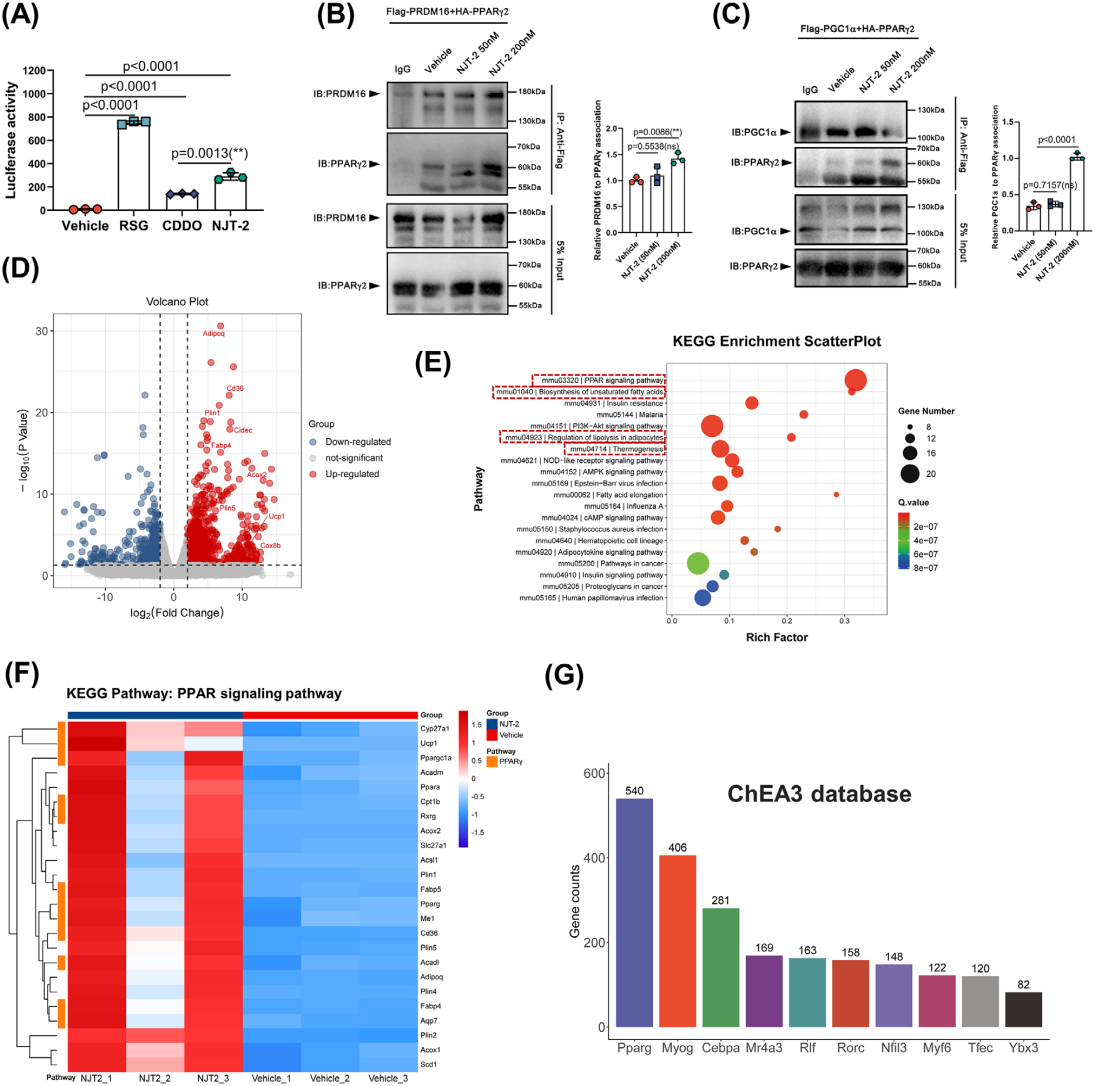
NJT‐2 modulates the transcriptional action of proliferator‐activated receptor gamma (PPARγ). (A) Luciferase reporter assay evaluating the transcriptional activity of wild‐type PPARγ upon the treatment with 200 nM rosiglitazone (RSG), 2‐cyano‐3,12‐dioxo‐olean‐1,9‐dien‐28‐oic acid (CDDO), or NJT‐2. Every point represented one experimental replication (*n* = 3). (B and C) Co‐IP analysis of the interaction between PPARγ and PRDM16 (B) or PGC11α (C) in the 293T cells. Experiments were repeated three times. Every point in statistical chart represented one experimental replication (*n* = 3). (D) RNA‐sequencing (RNA‐seq) was performed in vehicle or NJT‐2‐treated differentiated adipocyte (*n* = 3). Volcano plot showing beige cell markers. (E) Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of differentially expressed genes between vehicle and NJT‐2 group. (F) Heatmap of differentially expressed genes related to PPAR signaling pathway. (G) ChIP‐X enrichment analysis (ChEA) cluster of the upstream transcriptional factors controlling differentially expressed genes. Data are expressed as the mean ± standard deviation (SD). Data are analyzed by one‐way analysis of variance (ANOVA) followed by Dunnett's test (A‒C). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

To further verify the effect of NJT‐2 on PPARγ pathway and associated influence on beige‐adipocyte profile, we re‐analyzed the bulk RNA‐seq data. The volcano plot of the differentially expressed genes indicated that NJT‐2 treatment markedly induced the expression of beige adipocyte‐related genes such as *Ucp1*, *Cidec*, *Acox2*, *Plin5*, and *Cox8b* (Figure 4D). 

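Among the 3705 tested genes, 21 were called higher and 5 lower with NJT-2 at the limits of the paper's methods. At an unadjusted p under 0.05, 658 genes differed, where chance would give about 185, and 298 of them were higher and 360 lower. With the lines drawn in the volcano plot, an unadjusted p under 0.05 and an absolute log2 fold change over 2, 115 genes were higher and 83 lower. DESeq2 on the same counts called 163 genes higher and 126 lower, and all 26 genes called by edgeR were among them. The number of calls depended on single libraries. Without NJT-2 replicate 2, 56 genes were called higher and 19 lower, and without any other library at most 2 were called each way. Without vehicle replicate 2, no gene was called, with 421 genes at an unadjusted p under 0.05. *Acox2* (ENSMUSG00000021751), on chromosome 14 of GRCm38 from 8225511 to 8259353, had no counts in the 3 vehicle libraries and 363, 72, and 240 in the NJT-2 libraries. Against a floor of 3 counts in each vehicle library, it was at least 61.0-fold higher with NJT-2. *Cox8b* (ENSMUSG00000025488), on chromosome 7 from 140898945 to 140900446, also had no counts with vehicle and had 31, 4, and 16 with NJT-2, at least 4.6-fold higher by the same rule, a bound that was 2.74 without NJT-2 replicate 1. Both lay under the expression filter, and in a fit over all genes with a count their adjusted p was 0.0477 for *Acox2* and 0.244 for *Cox8b* (edgeR). *Ucp1* and *Cidec* were not analysed here. The 5 largest rises among called genes without overlap between the groups and with a mean FPKM of at least 1 were in *Cd36*, *Adipoq*, *Gpd1*, *Aldh1a7*, and *Coro6*. *Gpd1* had a log2 fold change of 5.76 (standard error 0.90, adjusted p = 0.0432), *Aldh1a7* of 4.84 (standard error 0.62, adjusted p = 0.027), and *Coro6* of 4.71 (standard error 0.52, adjusted p = 0.027), all in edgeR. *Aldh1a7* has close paralogs with which it could share reads. The 5 genes called lower were the chemokine genes *Ccl8* (log2 fold change -5.13), *Ccl11* (-4.59), and *Ccl6* (-4.11), as well as *Pi16* (-3.83) and *Epn2* (-2.27), with adjusted p-values from 0.0156 to 0.0359 in the same test.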

Gene Ontology (GO) enrichment revealed that NJT‐2 regulates brown fat differentiation and lipid metabolism (Figure S6B). 

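For the Gene Ontology term brown fat cell differentiation, 9 of the analysed genes are annotated and 8 were tested. With NJT-2, 7 of the 8 were higher and 2 were called, and the median log2 fold change was 2.57. The adjusted p over the 5 gene sets was 0.000113 in camera (limma, two-sided), 0.001 in fry, and 0.059 with an inter-gene correlation estimated from these libraries, the highest in a range from 2.55e-05 over the alternatives that used the annotated genes. The median log2 difference from the mean of the vehicle libraries was 2.67, 2.43, and 2.78 in NJT-2 replicates 1, 2, and 3, so that the rise in this set was seen in each of them. The set rests on few genes.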

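Of the 17 genes in the heatmap for brown fat cell differentiation (Figure S6C), 5 were analysed here, and all 5 were tested. Their log2 fold changes ran from 2.38 to 6.62 with a median of 3.86, so that the 5 were higher with NJT-2, and 2 were called (edgeR's quasi-likelihood test). As the study chose these genes on the same libraries, their direction is not independent evidence. *Ucp1*, *Ppargc1a*, *Scd1*, and *Mrap* were not analysed here.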

For the genes enriched in the brown‐fat differentiation process, besides *Ucp1*, we observed several upregulated genes related to the beige program, such as *Ppargc1a* (encode PGC1α), *Scd1* (catalyze the synthesis of monounsaturated fatty acids), and *Mrap* (a key regulator in adrenergic signaling) (Figure S6C). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis provided evidence that the most significant NJT‐2‐regulated process was the PPAR‐signaling pathway (Figure 4E). In this pathway, we clustered the PPARγ downstream genes and compared the expression levels between vehicle and NJT‐2 group. 

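Over-representation was tested for each of the 234 KEGG pathways with 10 to 500 tested genes, with the 1747 tested genes that have a KEGG annotation as the background. The PPAR signaling pathway had the smallest p. It held 4 of the 22 called genes with an annotation, among them *Cd36*, *Adipoq*, and *Plin4*, the last named here after its value was seen, and 27 of the background genes (one-sided Fisher's exact test, p = 0.000274). Over the 234 pathways its adjusted p was 0.0642, with the genes called higher only it was 0.028, and over its alternatives it ran from 1.75e-05 to 1. With the larger number of genes called by DESeq2, the pathway held 11 of 166 called genes (adjusted p = 0.00163) and stood at rank 2, behind the citrate cycle with 9 of its 18 genes. It also lost the first rank in each fit that left out a library and made any call, where it stood between ranks 2 and 4. Without vehicle replicate 1, NJT-2 replicate 1, or NJT-2 replicate 3, only 1 called gene had an annotation. The order of the pathways then follows from their size and that gene, so these fits say nothing about the pathway. It held 2 of 3 called genes without vehicle replicate 3 (rank 2) and 5 of 53 without NJT-2 replicate 2 (rank 3). As a set, the 27 tested genes of the pathway had a median log2 fold change of 1.39 and 20 were higher with NJT-2 (adjusted p = 0.000169 over the 5 sets in camera, 0.00635 in fry, and 0.122 with an estimated inter-gene correlation, in a range from 5.46e-06 to 0.122 over the alternatives that used the annotated genes). The medians in the NJT-2 libraries were 1.74, 1.43, and 1.68 above the mean of the vehicle libraries.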

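*Pparg* itself (ENSMUSG00000000440), on chromosome 6 of GRCm38 from 115360951 to 115490399, had an FPKM of 4.38 ± 2.90 with vehicle and 28.0 ± 13.1 with NJT-2 (SD, n = 3 each). Its log2 fold change was 2.63 (standard error 0.61, adjusted p = 0.119 from edgeR's quasi-likelihood test), so that the groups did not overlap but the gene was not called. DESeq2 called it (adjusted p = 0.000586), and over its alternatives the adjusted p of *Pparg* ran from 2.3e-09 to 0.4. Of the 24 genes in the heatmap of the PPAR signaling pathway (Fig. 4F), 10 were analysed and 7 were tested. All 7 were higher with NJT-2, with a median log2 fold change of 4.95, and 4 of them were called. Their median log2 difference from the vehicle mean was 5.13 and 5.08 in NJT-2 replicates 1 and 3 and 2.11 in NJT-2 replicate 2. These genes were chosen by the study on the same libraries. *Cyp27a1*, *Ucp1*, *Ppargc1a*, *Cpt1b*, and *Acadl* were not analysed here.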

As shown in the heatmap in Figure 4F, the orange modules marked PPARγ transcription genes, such as *Cyp27a1*, *Ucp1*, *Ppargc1a*, *Cpt1b*, and *Acadl*, which were highly linked to beige cell function. To further confirm the role of NJT‐2 in regulating PPARγ pathway, the ChIP‐X enrichment analysis (ChEA; https://maayanlab.cloud/chea3/) was used to select the PPARγ target genes. In contrast to KEGG, ChEA‐enriched PPARγ‐transcribed genes were based on real ChIP‐seq databases. We found that 540 genes were identified as the NJT‐2 induced the PPARγ direct‐binding genes (Figure 4G and Dataset S1). Among beige adipocyte markers in these 540 genes, we found that the *Ucp1* and *Cidec* exhibited the most dramatic upregulation (log fold change [FC] > 8) under NJT‐2 treatment (Figure S6D and Dataset S1). Moreover, these two genes were the direct downstream targets of PPARγ. Furthermore, to verify the bioinformatics analysis, cultured adipocytes were subjected to ChIP‐qPCR. As expected, PPARγ preferred to bind the promoters/enhancers of *Ucp1* and *Cidec* genes under the treatment of NJT‐2 (Figure S6E). Considered together, all these data indicate that NJT‐2 directly targets PPARγ and regulates the transcriptional action of PPARγ on beige cell genes.

### 2.5 NJT‐2‐induced WAT browning in vivo

Following the examination of cellular characteristics and molecular processes, the pro‐beiging activity of NJT‐2 was further confirmed in an animal model. Prior to initiating pharmacological investigations, drug toxicity assays were performed. C57BL/6J mice were administered five different doses of the drug once daily (10, 20, 50, and 100 mg/kg) for a duration of 2 weeks. Body mass assessment indicated that NJT‐2 did not induce notable alterations in the mice (Figure S7A). Analysis of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels in the blood as indicators of liver damage demonstrated that even after high‐dose administration of NJT‐2 (100 mg/kg), AST and ALT concentrations did not increase (Figure S7B). Moreover, the levels of creatinine and blood urea nitrogen, two markers of kidney injury, were not influenced by the administration of NJT‐2 (Figure S7C). Tissue samples from key organs of mice treated with NJT‐2 were examined, followed by visceral index (percentage to body weight) and histopathological assessment, which revealed that NJT‐2 did not cause significant damage to the organs (Figure S7D,E). In summary, in vivo toxicity assessments suggested that NJT‐2 displayed minimal toxicity and was characterized by its safety profile.

The mice were treated with NJT‐2 at a dose of 10 mg/kg to assess its effect on adipose browning. CDDO was used as the positive control. Over the 14‐day treatment period, the NJT‐2 group did not exhibit significant change in body weight compared with the vehicle group (Figure 5A). The adipose mass evaluation suggested that NJT‐2 decreased WAT mass (subcutaneous adipose tissue [SAT] and epididymal adipose tissue [EAT]), while had no effect of brown adipose tissue (BAT) mass (Figure 5B). By analyzing the histological morphology of SAT, we found that NJT‐2 demonstrated a higher capacity than CDDO to promote the generation of multilocular adipocytes (Figure 5C). Analysis of the UCP1 positive area in the SAT revealed that NJT‐2 exhibited approximately 2‒3 times higher efficacy in stimulating UCP1 expression (Figure 5D). At the mRNA level, NJT‐2 significantly increased the expression of beige adipocyte‐related genes such as *Ucp1*, *Prdm16*, *Pgc1a*, and *Cox8b* (Figure 5E). Collectively, these data demonstrated that NJT‐2 safely and effectively promotes WAT browning.

**FIGURE 5:**
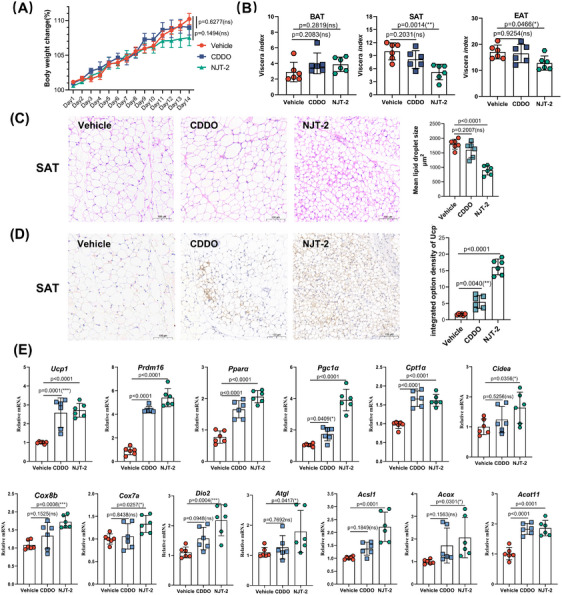
NJT‐2 induces the beige adipocyte biogenesis in vivo. (A) Body weight curve of 6‐week‐old C57/B6J mice treated with vehicle, 2‐cyano‐3,12‐dioxo‐olean‐1,9‐dien‐28‐oic acid (CDDO) (10 mg/kg), or NJT‐2 (10 mg/kg) for 14 days (*n* = 6). (B) The viscera index of adipose tissues (percentage to body weight) from mice in the three groups (*n* = 6). (C) Hematoxylin‒eosin (H&E) staining of subcutaneous adipose tissue (SAT). 100× magnification, scale bar, 100 µm (*n* = 6). (D) Uncoupling protein‐1 (UCP1) immunohistochemical staining of SAT. 100× magnification, scale bar, 100 µm (*n* = 6). (E) Relative mRNA levels of browning‐related genes in SAT (*n* = 6). Data are expressed as the mean ± standard deviation (SD). Data are analyzed by one‐way analysis of variance (ANOVA) followed by Dunnett's test (B‒E) or two‐way ANOVA followed by Bonferroni's test (A). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

### 2.6 NJT‐2 alleviated HFD‐induced obesity by promoting WAT browning

Activation of beige cells can restore whole‐body metabolic homeostasis and improve obesity‐related metabolic dysfunction. Hence, to further explore the pharmaceutical effects of NJT‐2 on metabolic disorders, we generated diet‐induced obesity in mice and treated them with NJT‐2 (10 mg/kg) daily for 2 weeks. As shown in Figure 6A, after 14 days of treatment, the mice treated with NJT‐2 showed a remarkable decrease in body weight gain. By manually evaluating adipose mass, we found that NJT‐2 significantly reduced the mass of SAT, but had limited effect on EAT and BAT (Figure 6B). Serum concentrations of triacylglycerols (TG), total cholesterol (T‐CHO), and low‐density lipoprotein cholesterol (LDL‐C) dramatically decreased upon NJT‐2 treatment (Figure 6C). Glucose‐tolerance test (GTT) and insulin‐tolerance test (ITT) indicated that NJT‐2 significantly improved insulin sensitivity (Figure 6D,E). We analyzed the histological features of the adipose tissues and the UCP1 protein content in SAT. The result in Figure 6F revealed that NJT‐2 markedly decreased the lipid droplet size in SAT, suggesting NJT‐2 promoted the lipid degradation. Meanwhile, the UCP1 protein was dramatically induced by NJT‐2 administration in SAT (Figure 6G). Subsequent mRNA quantitation of beige biomarkers in SAT confirmed that NJT‐2 strongly induced the expression of beige cell marker genes such as *Ucp1*, *Cidea*, *Dio2*, and *Pgc1a* (Figure 6H). In parallel, the evaluation of adipocytes in the EAT and BAT showed that NJT‐2 decreased the size of adipocytes (Figure S8A,B), suggesting that NJT‐2 was able to attenuate the lipid content in adipose tissues. At last, we evaluated the pathological features of the peripheral metabolic organs, including the liver and skeletal muscles. The serum levels of ALT, AST, and alkaline phosphatase (ALP) were dramatically decreased upon NJT‐2 treatment (Figure S8C), and NJT‐2 significantly attenuated steatosis of the liver and muscle tissues (Figure S8D,E). Considered together, these data confirm that NJT‐2 regulates adipose‐browning remodeling and can improve obesity‐related metabolic disorders.

**FIGURE 6:**
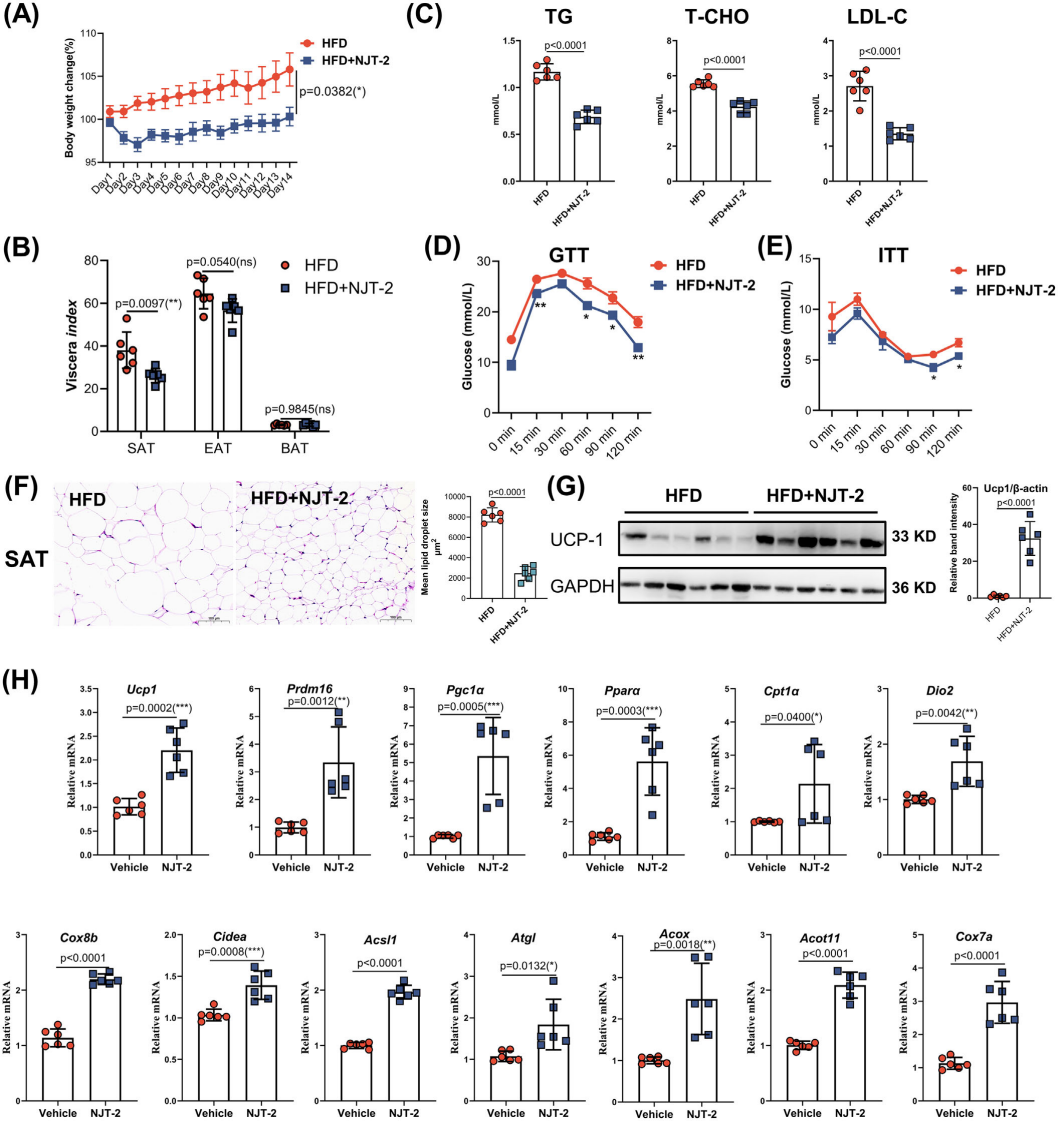
NJT‐2 attenuates the metabolic disorders in diet‐induced obese mice. (A) Body weight curve of high‐fat diet (HFD) C57/B6J mice treated with (10 mg/kg) for 14 days (*n* = 6). (B) The viscera index of adipose tissues (percentage to body weight) from mice in the three groups (*n* = 6). (C) The concentrations of triacylglycerols (TG), total cholesterol (T‐CHO), and low‐density lipoprotein cholesterol (LDL‐C) were measured by commercial kits (*n* = 6). (D and E) Glucose tolerance test (GTT) (D) and insulin tolerance test (ITT) (E) in vehicle or NJT‐2‐treated HFD obese mice (*n* = 6). (F) Hematoxylin‒eosin (H&E) staining of subcutaneous adipose tissue (SAT). 100× magnification, scale bar, 100 µm (*n* = 6). (G) Western blotting analysis of uncoupling protein‐1 (UCP1) protein content in SAT. Every lane contains one mouse sample. In statistical chart, every point represents one mouse sample in the three experimental replications (*n* = 6). (H) Relative mRNA levels of browning‐related genes in SAT (*n* = 6). Data are expressed as the mean ± standard deviation (SD). Data are analyzed by unpaired Student's *t*‐test (B, C, and F‒H) or two‐way analysis of variance (ANOVA) followed by Bonferroni's test (A, D, and E). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

### 2.7 NJT‐2 does not have the adverse effects seen with RSG

TZDs have been used as antidiabetic drugs and act as insulin sensitizers in the treatment of type 2 diabetes mellitus. However, the clinical use of TZDs is limited by their adverse effects, including cardiotoxicity, sodium and water retention, and osteoporosis. Here, to test whether NJT‐2 had the similar side effects of TZDs, we treated high‐fat diet‐induced obese mice with RSG (10 mg/kg) and NJT‐2 (10 mg/kg) for 14 days. After the treatment, we first compared pharmacological efficacy between NJT‐2 and RSG on metabolic improvement. As shown in Figure S9A, the levels of TG, T‐CHO, and LDL‐C in the plasma of mice treated with RSG and NJT‐2 significantly decreased, whereas we observed the TG level in the NJT‐2 group was lower than that in the RSG group. The GTT and ITT results showed that NJT‐2 possessed the similar insulin sensitizing effect to RSG (Figure S9B,C). Moreover, the effect of NJT‐2 in reducing lipid droplet size is stronger than that of RSG (Figure S9D). Together, these data indicated that NJT‐2 had the similar pharmacological efficacy to RSG in regulating metabolic disorder.

Next, the adverse effects that identified in RSG had been evaluated. The hearts from RSG treatment group exhibited significant increased viscera index than those in vehicle group. However, NJT‐2 treatment did not change the index (Figure 7A,B). Furthermore, the pathological section analysis indicated that RSG dramatically caused the myocardial hypertrophy (increase in the diameter of the wall thickness of the left ventricle), while NJT‐2 had no effect (Figure 7C). Thus, NJT‐2 did not induce the cardiotoxic side effect. Moreover, unlike RSG led to the increase of plasma aldosterone (ALD), a maker of water‒sodium retention, NJT‐2 treatment failed to enhance the ALD level (Figure 7D), hinting that NJT‐2 exhibited lower side effect on blood pressure stability and electrolyte balance. Osteoporosis is another side effect of RSG. We also analyzed the effect of NJT‐2 on bone content. Dual‐emission X‐ray absorptiometry evaluation showed that both RSG and NJT‐2 significantly reduced fat body mass and increased lean body mass. However, NJT‐2 did not induce decreased bone mineral content (a key marker of bone loss) (Figure 7E), which was significantly decreased by RSG treatment. Considered together, these results indicate that NJT‐2 is a safer modulator of PPARγ than RSG without the adverse effects.

**FIGURE 7:**
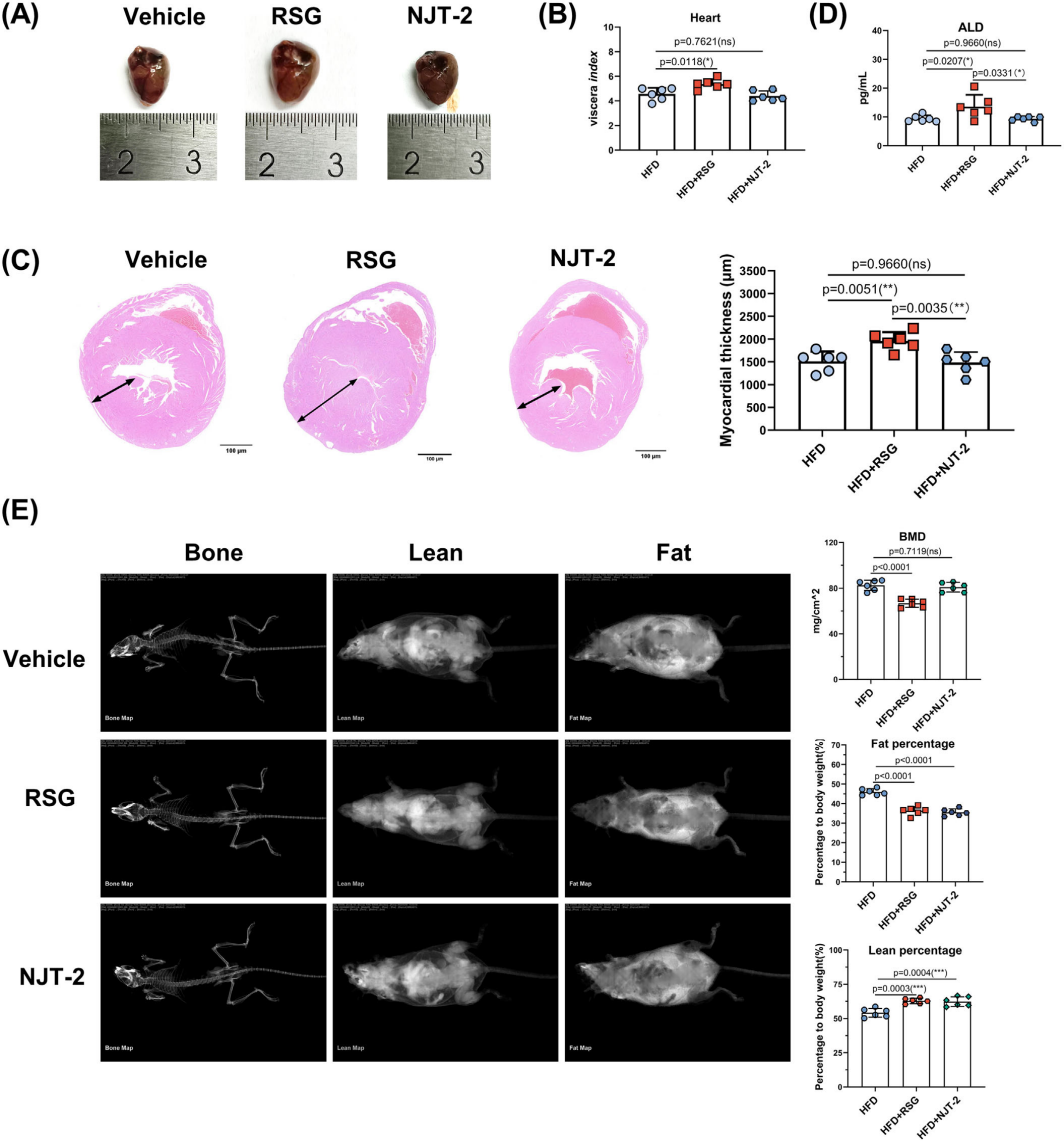
NJT‐2 does not have the adverse effects observed in rosiglitazone (RSG). (A and B) High‐fat diet (HFD) obese mice were treated with NJT‐2 or RSG (10 mg/kg) for 14 days. Hearts were isolated. The representative light field photo of hearts (A) and the viscera index of hearts (B) (*n* = 6). (C) Hematoxylin‒eosin (H&E) staining of hearts. 10× magnification, scale bar, 100 µm. The wall thickness of the left ventricle was analyzed by ImageJ (*n* = 6). (D) The plasma aldosterone (ALD) level was analyzed by commercial kit (*n* = 6). (E) Dual‐energy X‐ray absorptiometry (DEXA) scans showing lean/fat percentage and bone mineral content (BMC) upon NJT‐2 or RSG treatment (*n* = 6). Data are expressed as the mean ± standard deviation (SD). Data are analyzed by one‐way analysis of variance (ANOVA) followed by Dunnett's test (B and E) or one‐way ANOVA followed Tukey's test (D and C). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001.

## 3 DISCUSSION

PPARγ is a ligand‐dependent transcriptional factor, with a Y‐shape LBD to sense and bind the endogenous or exogenous ligands. In LBD, 12 α‐helix and four β‐sheets constitute a highly flexible hydrophobic core for ligand binding.^30^ In the absence of a ligand, the α‐helix exhibits dynamic conformations in a balance between the active and inactive states. Binding of ligands, such as TZDs, stabilizes the conformation of the LBD, especially helix H12 dynamics; changes the co‐factor binding surface; and finally recruits co‐activators to transactivate downstream gene expression.^31^ In contrast to complete agonists, SPPARγMs tend to destabilize helix H12, and their binding enhances the stabilization of helix H3 and the β‐sheet region in LBD.^1^, ^32^ For example, the partial agonist VSP‐77 forms an active conformation with its C‐terminal activation function‐2 helix (AF‐2), packed closely with helices 3 and 4 of the LBD. This binding mode does not induce excessive adipogenesis gene transcription but activates insulin‐sensitivity gene expression.^33^ MRL‐24 and SR1664 are positioned close to helix H3 and in contact distance with Glu343, Ile341, Leu340, and Met348, thereby not robustly stabilizing H12 but stabilizing the β‐sheet region of the LBD.^22^, ^32^ This is a milestone study because this is the first study to raise the notion that specific modulation of the PTM of PPARγ by SPPARγMs can control unique subsets of target genes. In our previous investigation, we showed that CDDO was the SPPARγMs for PPARγ T166 phosphorylation, thus dramatically promoting beige‐adipocyte differentiation^24^; however, the binding pocket and position of CDDO have not been studied in detail. In this study, we determined the detailed binding positions of CDDO and identified an uncharacterized binding pocket for small molecules. This pocket is positioned at the helix H3 and H2ʹ regions. In this binding region, C28 carboxyl of CDDO forms a hydrogen bond with Ser342, thereby stabilizing PPARγ.

As a partial agonist of PPARγ, the pharmacological functions of CDDO have been well studied in many disease models, such as inflammation, metabolic disorders, and cancers.^34^, ^35^, ^36^ However, this triterpenoid compound showed strong cytotoxic activity in normal cells.^37^ Considering these drawbacks, the development of specific, active, and less toxic compounds for binding to the novel pocket that we have obtained is the next emerging question. Therefore, we focused on herbs from TCMs that have been proven to possess the capacity to treat obesity,^38^, ^39^, ^40^ and the active natural products in these herbs were constructed as a database for screening. By performing 2D and 3D similarity‐based virtual screening, we successfully identified the novel SPPARγM—NJT‐2. NJT‐2, also called saikosaponin A, is a small natural compound derived from *Bupleurum chinense DC*, a TCM. Similar to CDDO, NJT‐2 formed hydrogen bonds with ARG‐280, GLU‐259, SER‐342, GLU‐291, and GLU‐295 residues in helices 3 and 2′. According to predicted docking‐score value, the binding affinity of NJT‐2 to PPARγ was stronger than that of CDDO, which was further verified by luciferase reporter system. Subsequent bioactivity evaluations indicated that the effects of NJT‐2 in promoting beiging and improving metabolic disorders were significantly greater than those of CDDO. The successful screening and identification of NJT‐2 not only demonstrates the role of this small molecule in promoting beige adipocyte generation, but also confirms that the NJT‐2 binding site is a screening pocket available for SPPARγM development. However, in contrast to the strong cytotoxicity of CDDO, NJT‐2 is milder and less toxic, and high doses do not cause significant damage to cells or animals. Moreover, compared with RSG, NJT‐2 does not exhibit the side effects associated with traditional PPARγ complete agonists, particularly in terms of cardiovascular toxicity and osteoporosis. Collectively, these findings indicate that NJT‐2 is a safe and effective metabolic regulator of SPPARγM.

Based on the efficacy results, the druggability of NJT‐2 should be considered in the context of translational medicine. First, the pharmacokinetics of NJT‐2 (saikosaponin A) is critical for its therapeutic outcome and safety. Several studies have reported the pharmacokinetics of NJT‐2 following oral or intravenous (IV) administration in rat models. NJT‐2 exhibited a moderate stability profile, with a plasma half‐life of approximately 4‒6 h.^41^, ^42^, ^43^ Under these conditions, the absorption kinetics of saikosaponin A is characterized by the time to reach maximum concentration (*T*_max_), typically within 1‒2 h post‐administration, indicating rapid absorption from the gastrointestinal tract. The peak plasma concentration (*C*_max_) observed in these studies suggests an effective passage through the intestinal barrier, which is essential for oral bioavailability. However, the reported bioavailability is relatively low, at approximately 23%, which may be due to extensive first‐pass metabolism in the liver.^41^ On IV administration, NJT‐2 is directly delivered into the bloodstream to ensure immediate and complete bioavailability. The distribution phase of NJT‐2 post‐IV injection is characterized by rapid distribution in tissues, reflected by a high initial volume of distribution. However, the clearance rate of NJT‐2 is moderately high. It is primarily metabolized by cytochrome P450 enzymes in the liver, which convert it into various metabolites. Metabolites of NJT‐2, such as saikosaponin D and C, have been identified in plasma samples, indicating a biotransformation process in the body.^44^ The elimination half‐life (*t*_1/2_) of NJT‐2 after IV administration is reported to be approximately 3‒5 h. Actually, many compounds from TCMs have disadvantages in terms of physicochemical properties, such as low bioavailability, short half‐life, and poor water solubility, which require further structural modification.^45^ For example, owing to the poor physicochemical properties of artemisinin, scientists have conducted extensive research on its structural modifications and synthesized dihydroartemisinin, artesunate, artemether, and other derivatives that have achieved good therapeutic effects against malaria.^46^, ^47^ Another new structural derivative, YY‐23, obtained by the structural modification of Zhimu saponin, showed significant antidepressant activity.^48^ Considering these findings, to further enhance the druggability of NJT‐2, future efforts should focus on structural modifications and optimization to obtain more stable and active derivatives. Additionally, novel drug‐delivery systems such as liposomes and nanoparticles can be designed for more efficient delivery of NJT‐2 into adipose tissues to achieve better browning effects. For instance, it has been reported that NJT‐2 was encapsulated by liposomes or other vehicles to improve its stability and solubility and bioavailability. The study showed that NJT‐2‐Lip had a prolonged circulation time, increased area under the curve and T1/2β for NJT‐2 after intravenous administration compared to solution.^49^ Another study reported that MePEG‐NJT‐2‐PCL exhibited more antiepileptic effects than NJT‐2 in an acute mouse epilepsy model.^50^

This study has some limitations. In drug research, the examination of potential biases, confounding factors, and technical challenges plays a crucial role in determining the validity and reliability of results. For example, the selection bias of animal models in the evaluation of beige‐adipocyte biogenesis may have influenced this conclusion. Although the scientific community typically utilizes the C57/BL6J mouse strain for studying adipocyte differentiation and function, research evidence suggests that this mouse strain is more sensitive to metabolic fluctuations and exhibits a stronger response to metabolism‐regulating drugs than other strains. Therefore, validation of the pharmacological functions in multiple mouse strains is necessary for pharmaceutical research. In the later stages of development, large animal models may be used to confirm the efficacy. Hence, in this study, we selected C57/BL6J mice solely for proof‐of‐concept validation, and in subsequent research, we will further analyze the efficacy of NJT‐2 in various mouse models of different strains. Moreover, confounding factors, such as animal age and gender, may also influence the conclusions. In this study, we chose male mice as the model. However, some studies have shown that adipose tissue in male mice is more prone to browning. Male mice are commonly used in the fields of metabolic pharmacology and adipose biology, and considering drug efficacy in both sexes simultaneously in drug research helps to further elucidate the effectiveness of drugs. Furthermore, technical challenges such as concerns with measurement techniques may have affected the interpretation of the results. In our study, the investigation of adipose tissue primarily relied on manual weighing and pathological examination. Manual weighing may introduce errors, leading to potential deviations in the statistical analysis of the adipose‐tissue content. Furthermore, owing to limitations in image capturing, the quantitative analysis of the morphology of the entire adipose tissue from pathological sections is challenging. In the future, we will utilize more advanced techniques, such as panoramic tissue quantification and nuclear magnetic resonance systems, to conduct a more detailed study on the browning effect of NJT‐2.

In summary, we successfully identified a novel ligand‐binding pocket in PPARγ LBD, and discovered NJT‐2 is a new SPPARgM. NJT‐2 showed greater activity than CDDO in inducing beige adipocyte differentiation and effectively improved HFD‐induced obesity. Our results provide advanced molecular insights into the structural details of ligand‐binding in PPARγ. Thus, the development of novel PPARγ ligands targeting the new pocket may provide a new therapeutic avenue for the treatment of metabolic diseases.

## 4 MATERIALS AND METHODS

### 4.1 Chemicals, reagents, and plasmids

Commercial chemicals and reagents, including NJT‐2 (IS0500, Solarbio), ginsenoside Rg3 (IG0260, Solarbio), CDDO (HY‐14909, MCE), RSG (HY‐17386, MCE), a dual‐luciferase reporter assay kit (E1910, Promega), a one‐step cloning kit (C112‐01, Vazyme), a reactive oxygen species assay kit (S0033S, Beyotime), and Griess reagent (S0024, Beyotime), were purchased. PPRE‐luc (E4121) and pRL (E2261) plasmids were purchased from Promega. The cDNA sequence of mouse PPARγ was cloned into the pLenti6/v5 lentiviral expression vector using the homologous recombination method. Site‐specific mutants of PPARγ were generated using the mut express II fast mutagenesis kit based on PCR (C214‐01, Vazyme).

### 4.2 Binding pose analysis

The potential pockets of PPARγ (PDB: 3E00) were predicted using the SiteMap of Maestro 11.5 (Schrodinger). The predicted pockets were refined as receptor grids for docking analysis. The binding pose analysis of the CDDO‒PPARγ complex was generated using the Glide of Maestro in accordance with the standard procedure. The docking results with the highest scores were visualized using PyMoL 2.5 (Schrodinger). The HDX‐MS data were reanalyzed according to our previous paper^6^ and visualized by PyMOL.

### 4.3 Molecular dynamics simulation

MD simulation of the CDDO‒PPARγ complex was performed using Gromacs 2020 (KTH Royal Institute of Technology). Briefly, the AMBER99SB‐ILDN force field was used for the protein, and the GAFF force field was used for the ligand. After cleaning, the solvation of complexes was performed in an SPC/E water model. NaCl (0.15 M) was added to neutralize the system. Energy minimization was performed for 5000 steps using the steepest descent method. The simulation time was set to 50 ns. After the simulation was complete, the RMSD tracks and occupancies of hydrogen bonds were calculated.

### 4.4 In‐house library preparation

The three ancient Chinese medical texts (Shang Han Lun, Jin Kui Yao Lve, and Pi Wei Lun) were reviewed and the formulas in these ancient texts that can treat the metabolic diseases were collected, including Banxia xiexin decoction, Sijunzi decoction, Lizhong decoction, Xiaojianzhong decoction, Buzhong Yiqi pill, etc. Then, 91 herbal medicines were identified in the formulas, including *Panax ginseng* C. A. Meyer., *Bupleurum chinensis* DC., *Glycyrrhiza uralensis* Fisch., *Pinellia ternata* (Thunb.) Breit., *Scutellaria baicalensis* Georgi, *Alisma plantago‐aquatica* Linn, *Magnolia officinalis Rehd*. et Wils, etc. Next, the online database: Next, TCMSP (http://tcmspw.com/tcmsp.php), TCMID (http://www.megabionet.org/tcmid/), and TCM and chemical components database of Shanghai Institute of Organic Chemistry (http://www.organchem.csdb.cn/scdb/default.asp), the three online databases were used to annotate the natural small molecular compounds in the 91 herbs. The total 4097 compounds were founded and recorded in the in‐house library.

### 4.5 2D fingerprint and 3D shape similarity

Two different similarity virtual screening strategies, 2D fingerprint and 3D shape similarity, were applied in parallel, using CDDO as a search query molecule (Figure 2A). All 4097 compounds were prepared using LigPrep with default parameters. We used Canvas 3.5 (Schrodinger) to generate three fingerprints for 2D virtual screening, including MACCS, ECFP, and topological. Compounds with a Tanimoto coefficient (*T*_c_) value of ≥0.6 were considered potential active compounds. 3D pharmacophore fingerprints were used for 3D shape similarity using Canvas. The top 20 ranked compounds were generated. After the removal of duplicates, absorption, distribution, metabolism, excretion (ADME) screening, and cluster analysis, 10 compounds were selected for further study.

### 4.6 Molecular docking and binding energy calculation

Molecular docking was performed using the Glide algorithm of Schrodinger to evaluate the ligand‒PPARγ interaction. The Ser342 residue was set as the receptor grid centroid in the structure of PPARγ. Ten compounds were analyzed using the standard precision method. The free energy of the binding (Δ*G* bind) for the ligand‒PPARγ complex, whose docked pose was retrieved from Glide, was determined using the Prime MM‐GBSA algorithm (Schrodinger).

### 4.7 PPARγ transactivation assays

The dual luciferase reporter assay was used to test PPARγ transactivation based on our experimental laboratory systems.^20^ Briefly, 5 × 10^4^ HEK 293T cells were seeded in 24‐well plates and allowed to reach 70%‒80% confluence. HEK 293T cells were transfected with mixed plasmids containing PPARγ, PPRE‐luc, and pRL using a Lipofectamine 2000 kit (11668019, Invitrogen) according to the manufacturer's protocol. After 24 h, luciferase activity was measured according to the modulus single tube operating manual (Promega). PPARγ transactivation activity was normalized to *Renilla* luciferase activity.

### 4.8 Microscale thermophoresis

The binding interaction between NJT‐2 and PPARγ‐LBD was detected by MST according to the procedure.^21^ In general, the method was involved in overexpression of the PPARγ‐GFP‐fused protein and cell lysis under non‐denaturing conditions. First, the cell lysate was prepared using RIPA buffer (P0013B, Beyotime) with protease inhibitors cocktail (HY‐K0010, MCE). After quantitative analysis by bicinchonininc acid (BCA), the protein was added into MST buffer (50 mM Tris HCl, 250 mM NaCl, 10 mM MgCl_2_, 0.05% Tween‐20, and 5% bovine serum albumin [BSA]). Finally, the protein mixtures (cell lysis and NJT‐2) were loaded into Monolith NT.115 series capillaries (NanoTemper), and analyzed by MO Control v1.6 software.

### 4.9 Primary adipocyte differentiation

ADSCs were isolated from the WAT of male C57BL/6J mice. First, adipose tissues were digested in Hank's buffer containing 5% BSA and 0.5 mg/mL collagenase type I and shaken at 150 rpm for 90 min at 37°C. Digested tissues were filtered through a 100‐µm strainer and centrifuged at 1500 rpm for 10 min. After washing with cold phosphate‐buffered saline (PBS) twice, the cells were cultured with Dulbecco's modified Eagle's medium (DMEM)/F12 medium containing 15% fetal bovine serum (FBS). After 48 h, the differentiation culture medium (5 µM dexamethasone, 850 nM insulin, 0.5 mM 3‐isobutyl‐1‐methylxanthine, 125 nM indomethacin, and 1 nM triiodothyronine) was replaced with the original culture medium to induce adipogenic differentiation. Mature adipocytes were harvested on differentiation day 8.

### 4.10 Oil red O and mitochondrial staining

We used oil red O staining (G1262, Solarbio) to analyze the content and distribution of lipid droplets in adipocytes. The cells were fixed in 4% paraformaldehyde for 20 min after washing with PBS three times. The cells were stained with oil red O for 2 h at 37°C. After washing five times for 2 min with PBS, the stained cells were photographed using fluorescence microscopy (Nikon). After discarding the PBS, 300 µL of dimethyl sulfoxide (DMSO) was added, and the absorbance value was measured at 570 nM for quantitative analysis.

The mitochondrial membrane potential of differentiated adipocytes was stained with MitoTracker Red (M22425, ThermoFisher) in serum‐free DMEM/F12 for 15 min at 37°C. The adipocytes were fixed with 4% paraformaldehyde for 15 min at 37°C after washing five times with PBS. After covering the anti‐fluorescence quenching sealing solution containing 4,6‐diamidino‐2‐phenylindole (DAPI) (C1005, Beyotime), LSM980 confocal microscopy (ZEISS) was used to analyze the membrane potential of the mitochondria.

### 4.11 Animal experiments

The male C57BL/6J mice (18‒20 g) were purchased from the Nanjing Biomedical Research Institute of Nanjing University (Nanjing) and housed in the experimental animal room of Nanjing University School of Life Science (Nanjing) with an specific pathogen free(SPF) grade. After 1 week of acclimatization, all mice were randomly assigned into three groups: the vehicles, CDDO, and NJT‐2 groups. Mice in the CDDO and NJT‐2 group were treated with CDDO (10 mg/kg) and NJT‐2 (10 mg/kg) for 2 weeks, respectively. Twelve hours after the last administration, all mice were anesthetized via intraperitoneal injection of tribromoethanol (200 mg/kg). The WAT, EAT, and BAT were collected for histopathological and qPCR analysis.

For obesity mouse model, the mice were induced by high fat diet (Xietong Pharmaceutical Bio‐Engineering). The assay kits of ALT (C009‐2‐1), AST (C010‐2‐1), ALP (C059‐2‐2), TG (C110‐1‐1), T‐CHO (C111‐1‐1), and LDL‐C (C113‐1‐1) were purchased from Nanjing Jiancheng Bioengineering Institute. The ELISA kit for ALD was purchased from Sangon Biotech (D751031).

### 4.12 Hematoxylin‒eosin staining and immunohistochemistry

For hematoxylin‒eosin (H&E) staining, we collected WAT, EAT, BAT, heart, liver, spleen, lung, kidney, and skeletal muscle from mice, fixed it immediately with 4% paraformaldehyde, and dehydrated in different ethanol concentrations before paraffin embedding. The tissues were cut into 5 µm thick slices and stained with H&E. After dewaxing, hydration, dyeing, dehydration, transparency, and sealing, samples were photographed using Pannoramic Scan (3DHISTECH).

For immunohistochemistry, WAT and BAT tissues were incubated with 5% BSA for 1 h then treated with a UCP1 primary antibody (1:500; ab209483, Abcam) at 4°C overnight. After washing three times with PBS, the tissue slices were incubated with a goat anti‐rabbit secondary antibody (1:1000; A0181, Beyotime) at room temperature (RT) for 1 h. The tissues were incubated with 3,3‐diaminobenzidine (DAB) and hematoxylin for 10 min. After dehydration with different concentrations of ethanol and dimethylbenzene, the tissues were covered with glass and dried at RT for half of the day. Each section was scanned using Pannoramic Scan.

### 4.13 The assay of CCK‐8, cell apoptosis, and TUNEL

The viability of cells cultured with the drugs was determined by the CCK‐8 (A311‐01, Vazyme). For the procedure, ADSC or 3T3‐L1 cells were cultured in 96‐well plates with 5 × 10^3^ cells per well. After 24 h, different concentrations of drug were added by changing the old medium, co‐cultured for 24 h in incubator. CCK‐8 reagent was added to each well at 10 µL per well, incubated for 3 h, then read at 450 nm using an Infinite 200 PRO microplate reader (TECAN) and the results recorded.

Apoptotic cells were measured using the Annexin V‐FITC/PI kit (A214‐01, Vazyme). According to the manufacturer's instructions, ADSC or 3T3‐L1 cells were resuspended in 100 µL binding buffer and stained with annexin V (5 µL) and PI (5 µL). Then, the cells were then incubated for 15 min in the dark and detected by the NovoCyte flow cytometry (Agilent).

For TUNEL assay, the mature adipocytes were fixed with 4% paraformaldehyde for 20 min. Next, the procedure was performed according to the TUNEL FITC Apoptosis Detection Kit (A111‐01, Vazyme). Finally, the stained cells were photographed using fluorescence microscopy (Nikon).

### 4.14 RNA‐seq and data analysis

Total RNA was extracted using Trizol reagent (15596026, ThermoFisher) following the manufacturer's instructions. Subsequently, next‐generation sequencing libraries were prepared according to the manufacturer's protocol and sequenced on a Novaseq 6000 (Illumina). The sequencing reads were aligned to the GRCm38 genome using the HISAT2 package. DESeq2 software was utilized for the analysis of differential gene expression between two distinct groups. Genes with a false discovery rate below 0.05 and an absolute FC >2 were considered differentially expressed genes. These genes were further investigated for enrichment of GO functions and KEGG pathways. The raw reads have been deposited in the NCBI Gene Expression Omnibus database with the accession number GSE267657.

### 4.15 Oxygen consumption assays

The OCR was measured using the XF24 Extracellular Flux Analyzer (Seahorse Biosciences). OCR values were derived from four independent measurements in this experiment. Baseline OCR was recorded every 10 min, before and after the sequential injection of oligomycin (1.5 µM), carbonyl cyanide‐4‐(trifluoromethoxy) phenylhydrazone (1 µM), and Rotenone and antimycin A (0.5 µM).

### 4.16 Glucose tolerance and insulin tolerance tests

For the GTT, mice were fasted for 12 h and then intraperitoneally injected with glucose (2 g/kg). In the ITT, mice were fasted for 12 h and intraperitoneally injected with insulin (0.6 U/kg). Blood samples were collected from the tail vein at specified time points (0, 15, 30, 60, 90, and 120 min) following the injection of either glucose (GTT) or insulin (ITT). Blood glucose levels were measured using a glucometer.

### 4.17 Cell culture

HEK293T was purchased from the Stem Cell Bank (Chinese Academy of Sciences), and cultured in DMEM supplemented with 10% FBS (BC‐SE‐FBS08, Sbjbio), 100 U/mL penicillin and 100 µg/mL streptomycin (60162ES76, Yesen). Cells were cultured in a humidified atmosphere with 5% CO_2_ at 37°C.

### 4.18 Quantitative real‐time PCR

Total RNA was isolated from adipocytes using TRIzol reagent (R401‐01, Vazyme), and cDNA was synthesized using a Hiscript III Reverse Transcriptase (R302‐01, Vazyme) kit. StepOnePlus (Applied Biosystems) was used for qPCR using AceQ qPCR SYBR Green Master Mix (Q111‐02, Vazyme). The sequences of the primers are shown in Table S3.

### 4.19 Western blotting

Proteins were extracted using whole cell lysis buffer containing protease and phosphatase inhibitors. After centrifugation at 4°C, the protein concentration was determined using a BCA assay kit (P0011, Beyotime). The extracted proteins were separated by electrophoresis on 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS‐PAGE) gels and then transferred to polyvinylidene difluoride membranes (PB9220, Invitrogen) for immunoblotting. The primary antibodies against UCP1 (ab209483, Abcam), PPARγ (2443S, CST), PRDM16 (ab303534, Abcam), PGC1α (Abcam ab313559), and β‐actin (AF0003, Beyotime) were utilized.

### 4.20 Statistical analysis

All results are presented as means ± SD. Statistical analysis was performed with the two‐tailed Student's *t‐*test or one‐way analysis of variance followed by Dunnett's test or Tukey's test using Prism 9.0 (GraphPad). Dunnett's test was used to compare each mean to a vehicle mean, while Tukey's test was used to compare each pair. ^*^ *p* ≤ 0.05, ^**^ *p* ≤ 0.01, and ^***^ *p* ≤ 0.001 were considered statistically significant.

## AUTHOR CONTRIBUTIONS

Nanfei Yang, Pingping Shen, and Qiang Tian designed the study and analyzed the data. Qiang Tian, Miaohua Wang, Xueting Wang, Zhenli Lei, Dianhua Chen, and Wei Zheng performed the experiments. Owais Ahmad and Nanfei Yang provided scientific suggestions and contributed to the manuscript revision. Nanfei Yang supervised the project. Nanfei Yang, Pingping Shen, and Qiang Tian wrote and revised the manuscript. All authors have read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare they have no conflicts of interest.

## ETHICS STATEMENT

All animal experiments were approved by the Institutional Animal Care and Use Committee of School of Life Sciences, Nanjing University (IACUC‐2210008).

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The data included in this study are available upon request from the corresponding author. The raw reads have been deposited in the NCBI Gene Expression Omnibus database with the accession number GSE267657.

# Supplementary material for: Identification of an alternative ligand‐binding pocket in peroxisome proliferator‐activated receptor gamma and its correlated selective agonist for promoting beige adipocyte differentiation
**Source:** MedComm (2020). 2024 Jul 10;5(7):e650. doi: 10.1002/mco2.650
**Supplement:** Supplementary file 2 — Supporting Information

**Supplementary Information**

**Identification of an alternative ligand-binding pocket in peroxisome proliferator-activated receptor gamma and its correlated selective agonist for promoting beige adipocyte differentiation**

**Authors**

Qiang Tian1,2, Miaohua Wang1, Xueting Wang1, Zhenli Lei3, Owais Ahmad1, Dianhua Chen1, Wei Zheng1, Pingping Shen1,2*, Nanfei Yang1,2,3*

**Table S1-The characteristics of five pockets predicted by SiteMap**

| Pocket | Sitescore | Size | Dscore | Volume | Docking score |
| --- | --- | --- | --- | --- | --- |
| 1 | 1.072 | 508 | 1.084 | 1115.972 | -4.196 |
| 2 | 0.707 | 35 | 0.701 | 81.934 | -2.143 |
| 3 | 0.780 | 34 | 0.760 | 104.272 | -2.650 |
| 4 | 0.630 | 36 | 0.477 | 65.856 | -2.531 |
| 5 | 0.797 | 29 | 0.809 | 85.064 | -2.276 |

**Table S2-The characteristics of 10 compounds by similarity-based screening**

| **Compd. ID** | **Name** | **Structure** | **Formula** | **MW** | **LogP** | **Docking score** |
| --- | --- | --- | --- | --- | --- | --- |
| NJT-1 | Saikosaponin D | 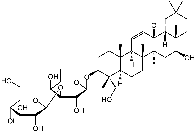 | C_42_H_68_O_13_ | 780.466 | 1.07 | 5.89 |
| NJT-2 | Saikosaponin A | 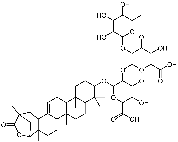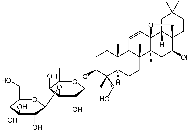 | C_42_H_68_O_13_ | 780.466 | 1 | 5.71 |
| NJT-3 | Licorice-saponin F3 |  | C_48_H_72_O_19_ | 952.4668 | 0.94 | 5.49 |
| NJT-4 | Saikosaponin B3 | 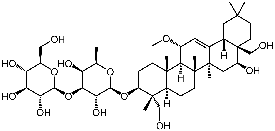 | C_43_H_72_O_14_ | 812.4922 | 0.16 | 4.96 |
| NJT-5 | Ginsenoside Rg3 | 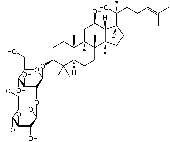 | C_42_H_72_O_13_ | 784.4973 | 1.53 | 4.53 |
| NJT-6 | Longispinogenin 3-O-beta-D-glucuronopyranoside | 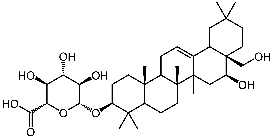 | C_36_H_58_O_9_ | 634.4081 | 3.36 | 4.18 |
| NJT-7 | Uralsaponin B | 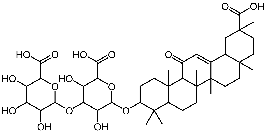 | C_42_H_62_O_16_ | 822.4038 | 1.89 | 4.12 |
| NJT-8 | 26-Deoxyactein | 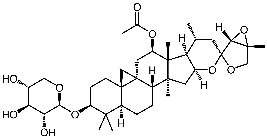 | C_37_H_56_O_10_ | 660.3873 | 3.98 | 3.11 |
| NJT-9 | Arjungenin | 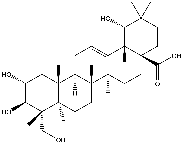 | C_30_H_48_O_6_ | 504.3451 | 3.45 | —— |
| NJT-10 | Hederagenin 3-O-arabinoside | 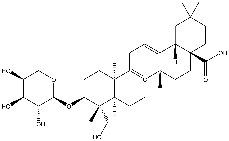 | C_35_H_56_O_8_ | 604.3975 | 1.22 | —— |

**Table S3-The primer sequence of genes for qPCR**

| **No.** | **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- | --- |
| 1 | 36B4 | AGATTCGGGATATGCTGTTGGC | TCGGGTCCTAGACCAGTGTTC |
| 2 | GAPDH | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |
| 3 | UCP-1 | AGGCTTCCAGTACCATTAGGT | CTGAGTGAGGCAAAGCTGATTT |
| 4 | PRDM16 | CCAAGGCAAGGGCGAAGAA | AGTCTGGTGGGATTGGAATGT |
| 5 | ACOT11 | AGGGGCTTCGCCTCTATGTT | TCCGGTATCCTTCACCCTCTG |
| 6 | COX7a | GCTCTGGTCCGGTCTTTTAGC | GTACTGGGAGGTCATTGTCGG |
| 7 | COX8b | TGTGGGGATCTCAGCCATAGT | AGTGGGCTAAGACCCATCCTG |
| 8 | ATGL | GGATGGCGGCATTTCAGACA | CAAAGGGTTGGGTTGGTTCAG |
| 9 | CIDEA | TGACATTCATGGGATTGCAGAC | GGCCAGTTGTGATGACTAAGAC |
| 10 | PGC1a | TATGGAGTGACATAGAGTGTGCT | CCACTTCAATCCACCCAGAAAG |
| 11 | ACOX | TAACTTCCTCACTCGAAGCCA | AGTTCCATGACCCATCTCTGTC |
| 12 | CPT1a | CTCCGCCTGAGCCATGAAG | CACCAGTGATGATGCCATTCT |
| 13 | PPAR-α | AGAGCCCCATCTGTCCTCTC | ACTGGTAGTCTGCAAAACCAAA |
| 14 | PPAR-γ | TCGCTGATGCACTGCCTATG | GAGAGGTCCACAGAGCTGATT |
| 15 | DIO2 | AATTATGCCTCGGAGAAGACCG | GGCAGTTGCCTAGTGAAAGGT |

**Supplemental Figures**

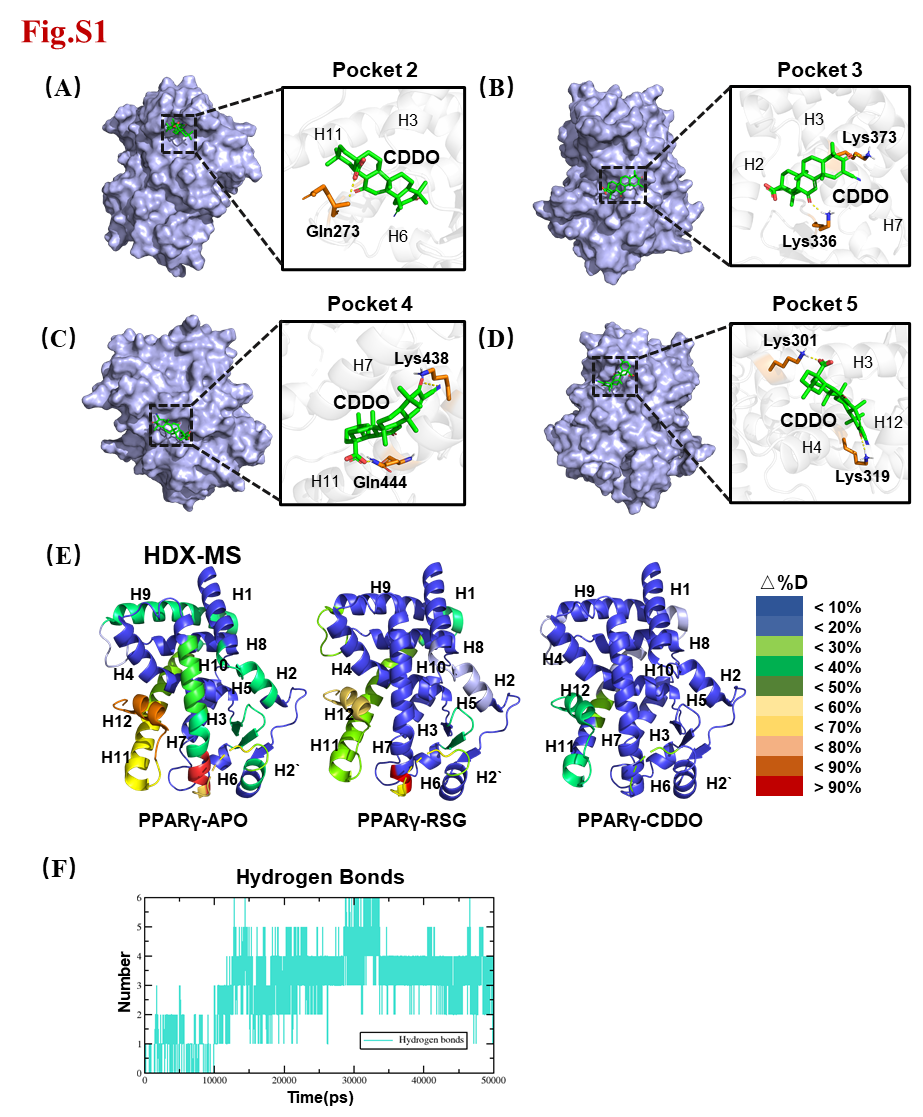

**Figure S1. Mapping the potential CDDO binding pocket in PPARγ.**

**(A-D)** The predicted pocket 2-4 that CDDO binding and the related interacted residues.

**(E)** HDX exchange rate mapping in PPARγ LBD (PDB:3e00). Percentages of deuterium difference are color-coded according to the color gradient key.

**(F)** Analysis of hydrogen bond occupancy using MD simulation.

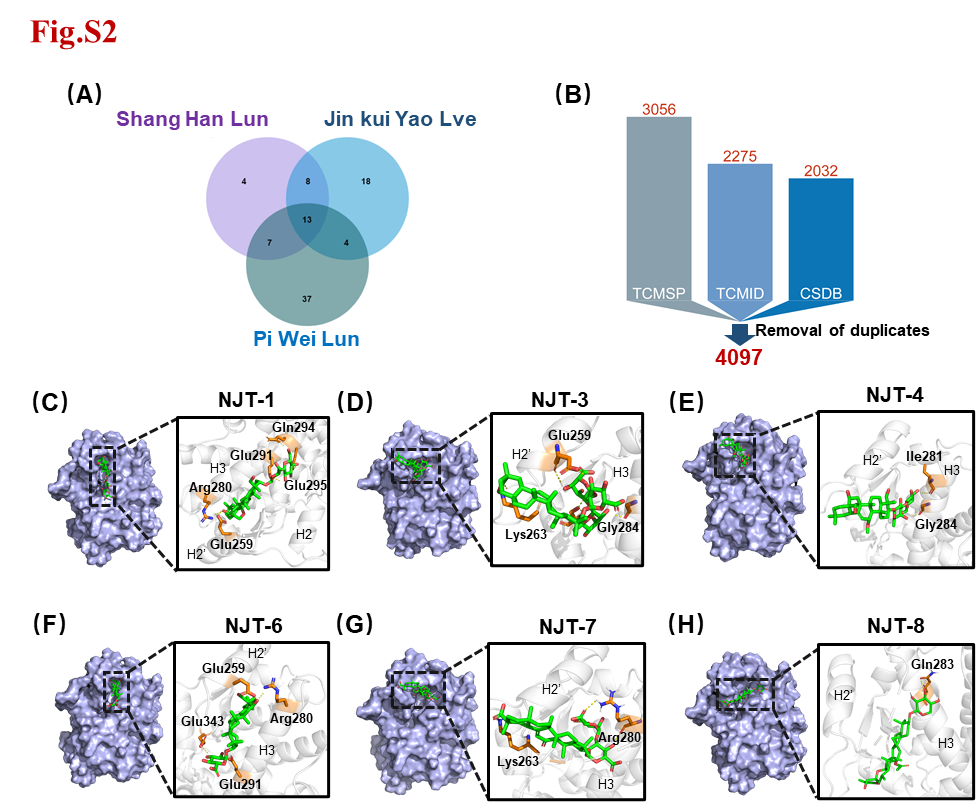

**Figure S2. In-house natural compound library construction and binding model predictions.**

**(A)** Ninety-one herbal medicines recorded in ancient Chinese medical texts (including Shang Han Lun, Jin Kui Yao Lve and Pi Wei Lun) were picked into library construction.

**(B)** TCMSP, YCMID, and CSCB online databases annotated 4097 natural compounds in the 91 herbal medicines.

**(C-H)** The docking model of NJT-1 (C), NJT-3 (D), NJT-4 (E), NJT-6 (F), NJT-7 (G) or NJT-8 (H) with pocket 1 in PPARγ LBD.

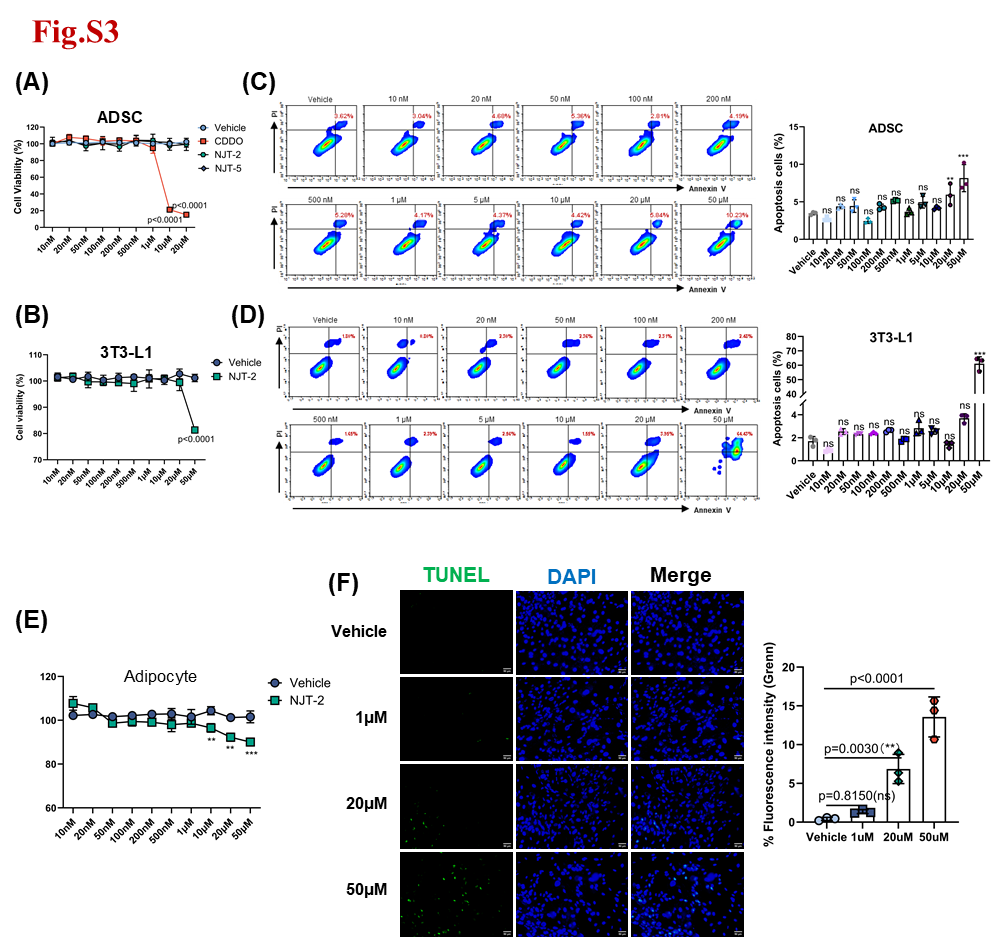

**Figure S3. NJT-2 cytotoxicity evaluation in ADSC, 3T3-L1 and mature adipocytes.**

**(A)** ADSCs were treated with CDDO, NJT-2 or NJT-5 for 24 h followed by the CCK8 test (n=3).

**(B)** 3T3-L1 cells were treated with NJT-2 for 24 h followed by the CCK8 test (n=3).

**(C-D)** Annexin V/PI combined with flow cytometry analysis of the effect of NJT-2 on ADSC (C) or 3T3-L1 (D) cell apoptosis. In statistical chart, every point represented one experimental replication (n=3).

**(E)** ADSCs were first differentiated into mature adipocyte and then the mature adipocytes were treated NJT-2 followed by the CCK8 test (n=3).

**(F)** TUNEL assay was performed to analysis the cytotoxicity of NJT-2 on mature adipocytes. In statistical chart, every point represented one experimental replication (n=3).

Data are expressed as the mean ± SD. Data were analyzed by one-way ANOVA followed by Dunnett's test (C-D and F) or two-way ANOVA followed by Bonferroni’s test (A-B and E). **^*^***P* < 0.05. **^**^***P* < 0.01, **^***^***P* < 0.001.

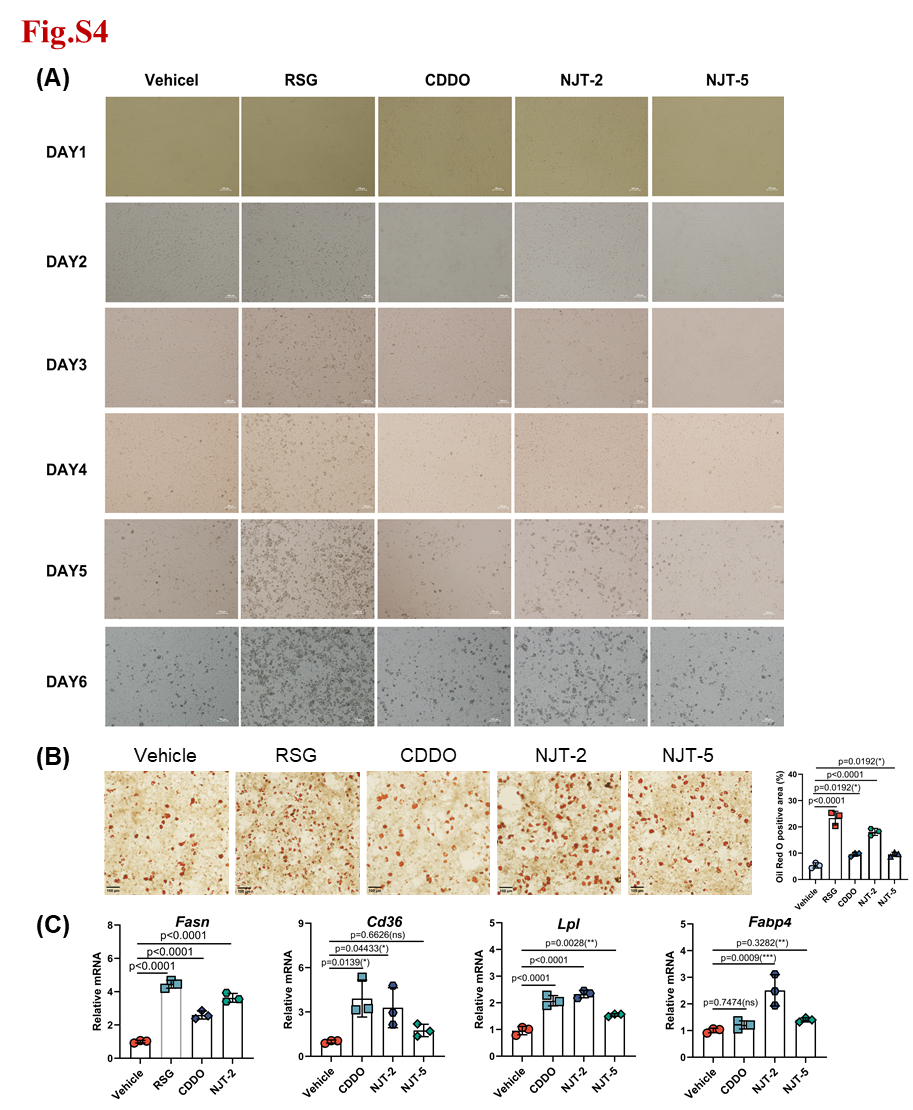

**Figure S4. NJT-2 and NJT-5 can promote the adipogenesis *in vitro*.**

**(A)** The ADSC cells were isolated from SAT and were differentiated into mature adipocytes with or without the compounds treatment. The compounds (RSG, CDDO, NJT-2 and NJT-5) concentration was 200 nM.

**(B)** Oil red O staining and quantitative analysis of the content of lipid droplets. In statistical chart, every point represented one experimental replication (n=3).

**(C)** Q-PCR analysis of adipogenic genes (n=3).

Data are expressed as the mean ± SD. Data were analyzed by one-way ANOVA followed by Dunnett's test (B-C). **^*^***P* < 0.05. **^**^***P* < 0.01, **^***^***P* < 0.001.

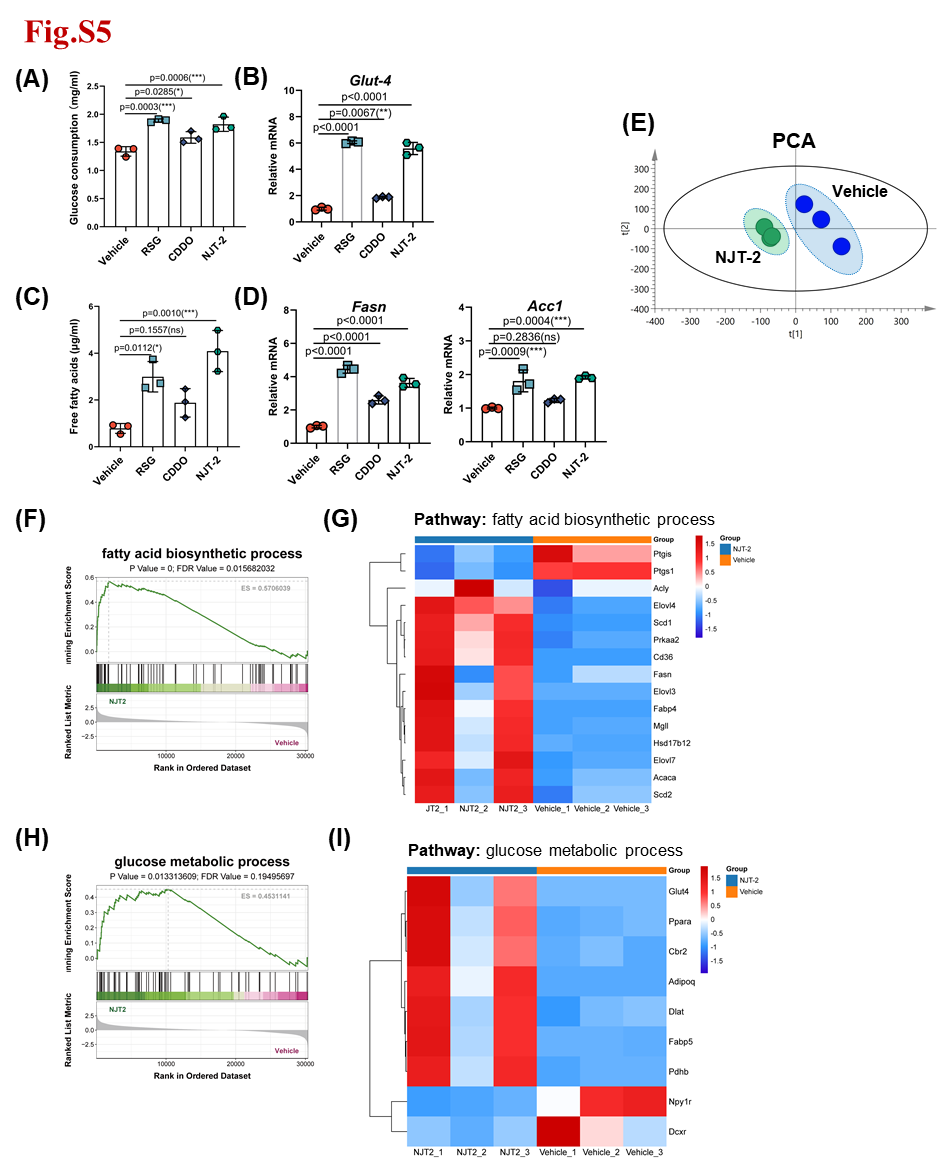

**Figure S5. NJT-2 reprograms the glucose and lipid metabolism in adipocytes.**

**(A)** The ADSC cells were isolated from SAT and were differentiated into mature adipocytes followed by compounds treatment. The compounds (RSG, CDDO and NJT-2) concentration was 200 nM. After the 24 h treatment, the glucose content was analyzed by commercial kit and the glucose consumption was calculated. In statistical chart, every point represented one experimental replication (n=3).

**(B)** related to (A), the *Glut4* gene expression was analyzed by Q-PCR (n=3).

**(C-D)** The fatty acid content in adipocytes was analyzed commercial kit (C) and the fatty acid synthetic genes were analyzed by Q-PCR (n=3).

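In a principal component analysis of the log2(FPKM + 1) values of all tested genes, rather than of the differentially expressed genes, the first component held 56.7% of the variance, the second 25.7%, and the third 14.6%. On the first component, vehicle replicate 1 stood at -56.0 and the other 5 libraries between -13.5 and 25.8, with the 3 NJT-2 libraries at 19.0, 25.8, and 19.0. On the second component, NJT-2 replicate 2 stood at 33.5 while NJT-2 replicates 1 and 3 stood at -23.6 and -20.2.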

**(E)** Principal component analysis (PCA) of differentially expressed genes in the RNA-Seq (n=3).

**(F-G)** GSEA analysis of fatty acid biosynthesis process (F) and the related gene expressions in this process (G) (n=3).

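Of the 15 genes in the heatmap of the fatty acid biosynthesis process, 7 were analysed and 6 were tested here. Their log2 fold changes ran from -2.11 to 8.08 with a median of 0.81, and 1 of them, *Cd36*, was called. When these 6 genes were used as the set in place of the annotated genes, the adjusted p from camera was 0.0369.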

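Of the 9 genes in the heatmap of the glucose metabolic process, 6 were analysed and 5 were tested here. All 5 were higher with NJT-2, with log2 fold changes from 2.34 to 6.62 and a median of 3.00, and 1 of them, *Adipoq*, was called by edgeR. The median log2 difference from the vehicle mean was 3.44, 1.72, and 3.31 in NJT-2 replicates 1, 2, and 3.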

**(H-I)** GSEA analysis of glucose metabolic process (H) and the related gene expressions in this process (I) (n=3).

Data are expressed as the mean ± SD. Data were analyzed by one-way ANOVA followed by Dunnett's test (A-D). **^*^***P* < 0.05. **^**^***P* < 0.01, **^***^***P* < 0.001.

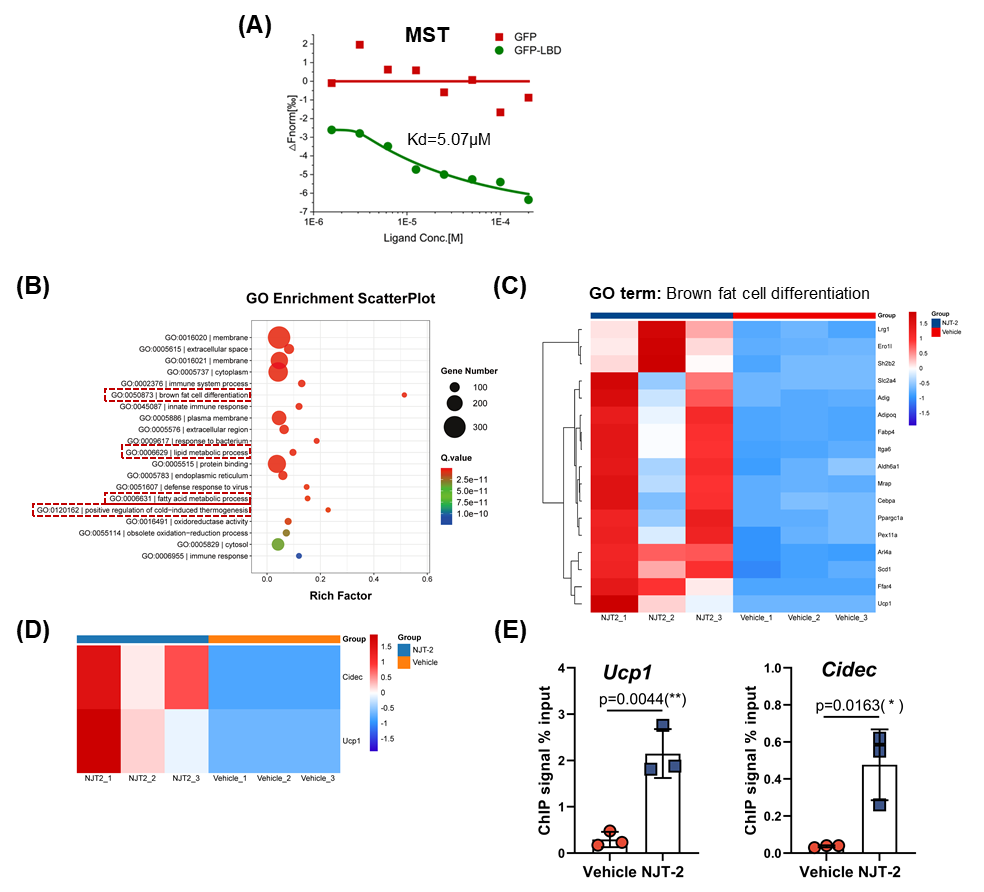

**Figure S6. NJT-2 promotes the PPARγ mediated beige cell gene transcriptions.**

**(A)** MST assay tested the interaction of NJT-2 to PPARγ LBD in 293T cells.

**(B)** GO analysis of differentially expressed genes between Vehicle and NJT-2 group (n=3).

**(C)** Heat map of differentially expressed genes related to brown fat cell differentiation process (n=3).

**(D)** Heat map of PPARγ targeted *Ucp1* and *Cidec* expressions (n=3).

**(E)** ChIP-qPCR analysis of PPARγ binding to the promoters of *Ucp1* and *Cidec* (n=3).

Data are expressed as the mean ± SD. Data were analyzed by unpaired Student’s t-test (E). **^*^***P* < 0.05. **^**^***P* < 0.01, **^***^***P* < 0.001.

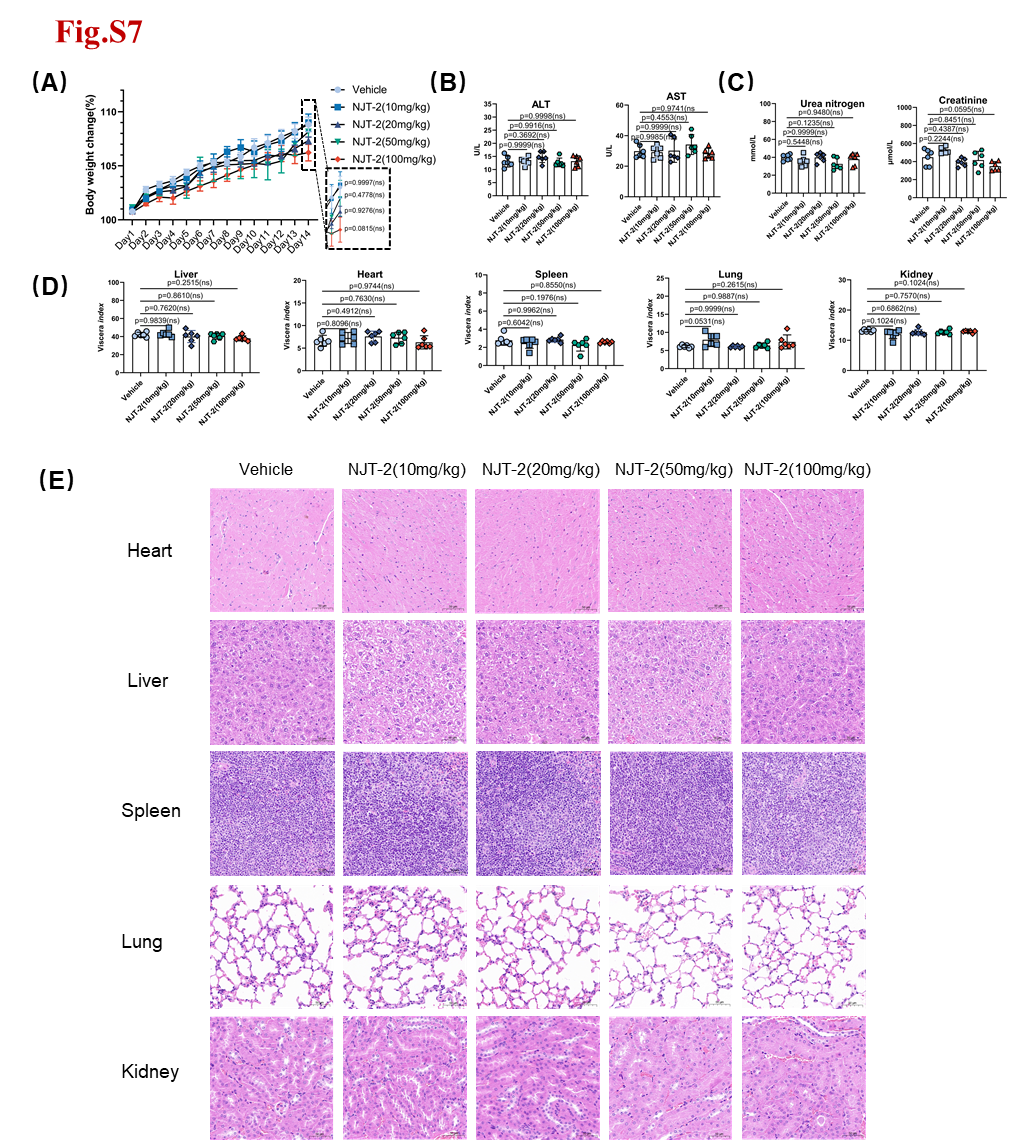

**Figure S7. Analysis of drug safety of NJT-2 in animal model.**

**(A)** Body weight curve of 6-week-old C57/B6J mice treated with (10, 20, 50, 100 mg/kg) for 14 days (n=6).

**(B)** The activities of ALT and AST in serum were measured by ALT/AST assay kits (n = 6).

**(C)** The level of urea nitrogen and creatinine in serum were measured by commercial kits (n = 6).

**(D)** The viscera index of key organs (percentage to body weight) (n = 6).

**(E)** H&E staining of key organs.

Data are expressed as the mean ± SD. Data were analyzed by one-way ANOVA followed by Dunnett's test (B-D) or two-way ANOVA followed by Bonferroni’s test (A). **^*^***P* < 0.05. **^**^***P* < 0.01, **^***^***P* < 0.001.

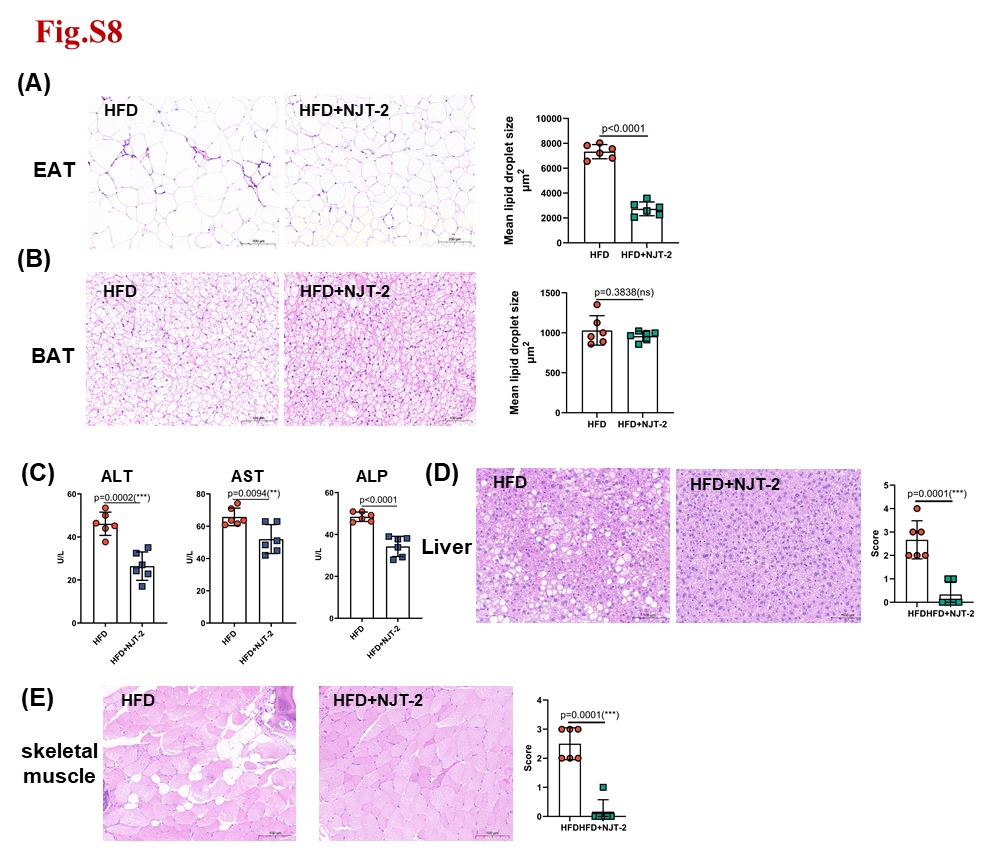

**Figure S8. NJT-2 improves the metabolic dysfunctions in adipose, liver and muscle.**

**(A-B)** H&E staining of EAT (A) and BAT (B). 100× magnification, scale bar, 100 μm. The mean lipid droplet size was analyzed by image J (n=6).

**(C)** The activities of ALT, AST and ALP in serum were measured by ALT/AST assay kits (n = 6).

**(D-E)** H&E staining and the pathological analysis of liver, and skeletal muscle. 100× magnification, scale bar, 100 μm (n=6).

Data are expressed as the mean ± SD. Data were analyzed by unpaired Student’s t-test (A-E) **^*^***P* < 0.05. **^**^***P* < 0.01, **^***^***P* < 0.001.

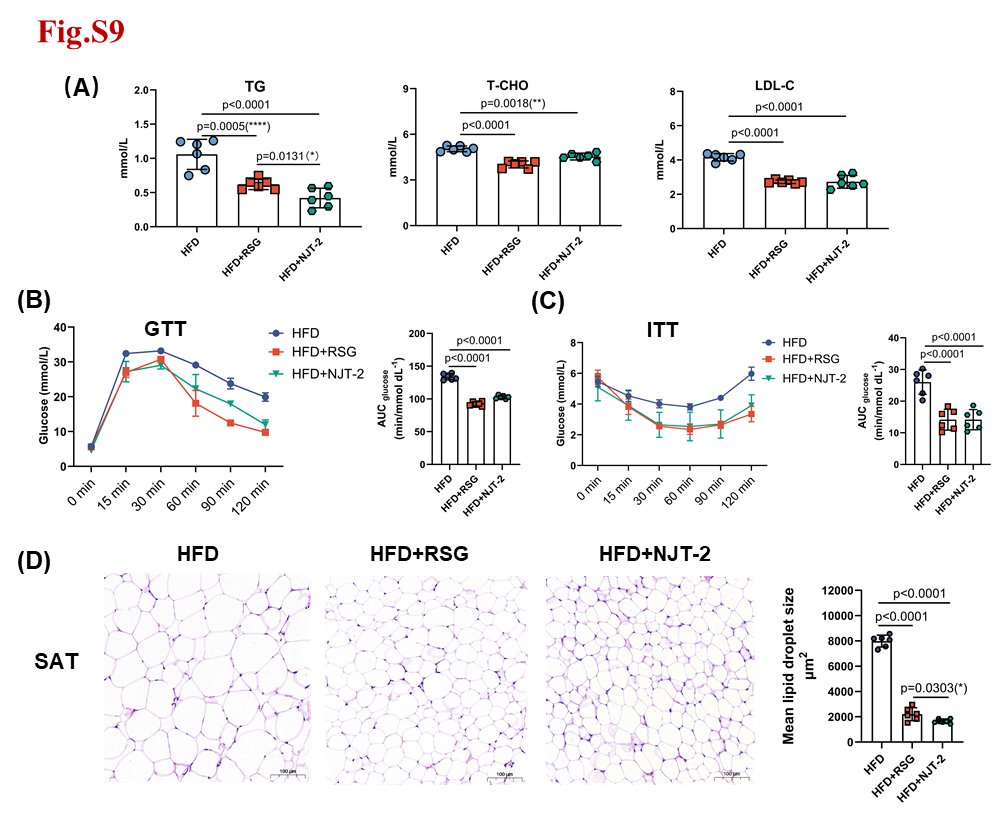

**Figure S9. NJT-2 exhibits similar metabolic improvement effect to RSG.**

**(A)** HFD obese mice were treated with NJT-2 or RSG (10 mg/kg) for 14 days. The concentrations of triacylglycerols (TG), total cholesterol (T-CHO) and Low-Density Lipoprotein Cholesterol (LDL-C) were measured by commercial kits (n = 6).

**(B-C)** Glucose tolerance test (GTT) (D) and insulin tolerance test (ITT) (E). The AUC was calculated and analyzed by Graphpad Prim software (n=6).

**(D)** H&E staining of SAT. 100× magnification, scale bar, 100 μm. The mean lipid droplet size was analyzed by image J (n=6).

Data are expressed as the mean ± SD. Data were analyzed by one-way ANOVA followed by Dunnett's test (B-D) or one-way ANOVA followed Tukey’s test (A)**^*^***P* < 0.05. **^**^***P* < 0.01, **^***^***P* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

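RNA-seq of adipocytes differentiated from mouse ADSCs was analysed, with 3 libraries from vehicle cultures and 3 from NJT-2 cultures. Groups and replicate numbers came from the sample labels, which match the columns of the paper's heatmaps. The cultures were harvested on differentiation day 8 and the concentration of 200 nM is the one the paper gives for this cell model.

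The authors aligned the reads to GRCm38 with HISAT2 and deposited 1 table for all libraries. It holds raw read counts per gene, which the authors did not normalize, and FPKM values, which the authors computed from these counts and rounded. The FPKM values equal the count divided by a length per gene and a total per library, and from genes with 1 transcript these totals were worked out as 58109629, 89137556, and 71389590 for vehicle and 70955092, 70086141, and 69881977 for NJT-2. The counting tool, the annotation release, and the use of strand are not named in the paper's text. All 6 count columns and all 6 FPKM columns were matched to a library by name.

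The part of the table analysed here has 4865 lines in increasing order of Ensembl number, of which 4864 are complete and 1 ends before its values and was left out. All 4864 identifiers are in the mouse annotation GENCODE M21, which has 55450 genes, 5151 of them with a number up to that of the last line. The order was not set by the expression in these libraries. It is not free of a link with expression, as these 4864 of 55450 genes hold between 27.7% and 32.5% of each library. The tests of gene sets and pathways were run on the members found in this part, with this part as the background. They say nothing about members outside it. Coordinates are the deposited ones on GRCm38. No symbol had more than 1 row.

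Analyses were run in R 4.3.3. The counts were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization on the totals of the analysed genes), over genes with a mean FPKM of at least 0.5. The design written before the data were examined gave limma on log2(FPKM + 1) as the test and edgeR in its place if the table held counts, which it does. The limits were an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. For gene sets, camera of limma 3.58.1 was used with a preset inter-gene correlation of 0.01 on log2 CPM (prior count 2), with members from the annotation columns of the table and adjustment over 5 sets. Pathways were tested with Fisher's exact test. Group separation was tested on log2(FPKM + 1) values, as that design gave it, by exact permutation over the 10 splits of the 6 libraries. With 3 libraries per group, a permutation p cannot go below 0.1. A fold change against vehicle libraries that all had 3 counts or fewer was computed against 3 counts and given as a lower bound. Counting error alone is small for most genes at these depths, and the spread between replicates sets the precision.

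The named genes are those the paper's text names for the RNA-seq or measured by qPCR in this cell model, *Pparg*, and the 5 largest rises and 5 largest falls among called genes with a mean FPKM of at least 1 and no overlap between the groups. The values of 1 of these genes are not reported here. This rule, the other settings and the lists of genes for adipocytes, preadipocytes and fibroblasts, macrophages, interferon response and proliferation were fixed before the data were examined. Second lists for low oxygen, interferon, macrophage, brain and liver genes were written after a first look at the data and hold no gene whose values had been seen.

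The method was tested on simulated counts drawn from the means and totals of the 3705 tested genes, with 200 genes changed by a log2 fold change of 3. At the observed variation, 195 of the 200 were recovered with 4 false calls. The simulated genes varied independently with the same variation for all, and the changed genes were drawn only from those above a count minimum. No simulated library stood apart, as vehicle replicate 1 and NJT-2 replicate 2 do here. This recovery therefore does not measure how many changed genes were found in the real libraries. No pair of libraries was alike within sampling noise, and the closest pair, NJT-2 replicates 1 and 3, had a chi-square of 49.7 per gene.

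The alternatives were DESeq2 1.42.0, other filters (no filter, a mean FPKM of at least 1, at least 10 counts in every sample), upper-quartile factors, limma on FPKM with several pseudocounts, scalings, and variance settings, a replicate block, other thresholds, other set tests, and leaving out each library in turn. After seeing the data, the implied library totals, voom with sample quality weights, an offset for transcript length, and log2 CPM values for the group separation were added. Transcript length and GC content came from the longest transcript of each gene in GENCODE M21.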

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

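Of the tests in this part, the comparison of list medians and the adipocyte list without vehicle replicate 1 were chosen after the result was seen, and the test of GC content was chosen after the correlations of the libraries with GC content were seen.

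Of the 21 genes called higher with NJT-2, 14 are named neither in the paper's text nor in its heatmaps, and all 14 are above the level in the vehicle libraries. They include *Gpd1*, *Aldh1a7*, and *Coro6*, which the rule for named genes selects, and *Lipe*, *Mlxipl*, and *Adgre1*, which were picked out after their values were seen. The tables argue against a bias with transcript length or GC content as the whole cause of the calls. With each library's trend with length taken out, 26 of the 26 called genes kept their direction with an absolute log2 fold change over 1 and 24 of them were still called, and with the trend with GC content taken out, 26 kept it and 23 were still called. Without the 26 genes that rank among the 10 highest in any library, 25 of the 25 called genes that remain were still called, which argues against a few abundant genes shifting the others. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes called higher, and 1, again the real one, as many called lower, and the other 9 gave no call, with between 5 and 314 genes at an unadjusted p under 0.05. With 10 splits, this share cannot fall under 0.1, so that the splits alone do not decide about chance. The number of calls also depends on single libraries. Without vehicle replicate 1, no gene was called higher, with 556 genes at an unadjusted p under 0.05, without vehicle replicate 2 none was, with 421 such genes, and without NJT-2 replicate 2, 56 were. An effect of NJT-2 stays among the open explanations.

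A list of genes that mark adipocytes in general, which the paper does not treat as a set, had 8 tested members. All 8 were higher with NJT-2 and the median log2 fold change was 3.56 (camera adjusted p = 9.19e-10 over 9 such lists, fry adjusted p = 0.00488). Of the 8, 5 also appear in the paper's heatmaps or text. The median stood at percentile 100 of 10000 random lists matched on expression and transcript length. Without vehicle replicate 1 it was 4.20, which argues against the departure of that library from the other vehicle libraries as the source. A larger share of adipocytes with every other gene unchanged would lower all other kinds of genes alike, but the medians of the lists for preadipocytes and fibroblasts (-0.78), interferon response (-2.31), proliferation (-0.85), and macrophages (1.79) lay up to 4.11 apart. A change in the state of the cells, with or without a change in the share of adipocytes, stays open and was not tested.

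A list of macrophage genes had 3 tested members and a median log2 fold change of 1.79 (camera adjusted p = 0.0137 over 9 lists, fry adjusted p = 0.00513). *Adgre1* had a log2 fold change of 3.23 and *Cd68* of 1.79, while *Csf1r* was at 0.025. A hypothesis is that the NJT-2 cultures held more macrophages or more of their RNA. In a second macrophage list, 9 of 11 tested genes were higher, and its median of 1.48 stood at percentile 99.61 of 10000 matched random lists. On the other side, *Clec4n* of that list had a log2 fold change of -4.75, *Csf1r* did not rise, and these genes were low, with the vehicle mean of *Adgre1* at 1.60 FPKM and of *Csf1r* at 3.26. As the members go both ways, a larger number of macrophages and a changed state of the same cells cannot be told apart. *Cd68* may also be expressed by other cells of adipose tissue.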

How the results depend on the processing

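The number of called genes depended on the test and on single libraries, while directions were kept. Against 21 genes higher and 5 lower in edgeR, DESeq2 called 163 and 126, and limma with arrayWeights on log2(FPKM + 1) called 265 and 195. The estimation of these weights stopped before it converged, and they ran from 0.082 for vehicle replicate 1 to 77.1 for vehicle replicate 2. With voom and sample quality weights, chosen after seeing the data, the numbers were 392 and 335. In each of these 3 fits, all 26 genes called by edgeR were called. In every fit run, all 26 kept their direction, an absolute log2 fold change over 1 included. At an unadjusted p under 0.05, 115 genes were higher and 83 lower with an absolute log2 fold change over 2, and 261 and 301 with one over 1. Across the 6 fits that each left out one library, the number of genes higher ran from 0 to 56 and that of genes lower from 0 to 19. It was 56 and 19 without NJT-2 replicate 2 and at most 2 each way without any other library. Without vehicle replicate 2, with 0 called, 421 genes had an unadjusted p under 0.05, and without vehicle replicate 1, with 0 higher and 1 lower, 556 did. The cause was not tested.

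Under smaller changes the number of genes lower, 5 in edgeR, ran from 4 to 15. It was 9 with no filter, 8 at a mean FPKM of at least 1, 9 with at least 10 counts in every sample, and 9 with upper-quartile factors. It was 10 in limma on log2(FPKM + 1), 10 with pseudocount 0.1, 8 with 0.01, 15 after quantile normalization, 10 without trend, and 8 with robust variances, but 4 in limma on log2(TPM + 1). With the length trend taken out, an alternative chosen after seeing the data, it was 8, and with the library totals that the FPKM values imply, also chosen then, it was 5. In these fits, between 15 and 27 genes were called higher. The share of calls that were higher was 80.8% in edgeR, 69% with upper-quartile factors, 77.3% with the implied totals, and 70% with no filter and the same TMM scaling. In limma on log2(FPKM + 1) it was 68.8%, with quantile normalization 62.5%, and with values scaled to TPM 81%, and in DESeq2 it was 56.4%, so that the filter and the test moved it as well as the scaling. The median log2 fold change of all tested genes was 0.020 with TMM, 0.159 with the implied library totals, 0.141 in limma on log2(FPKM + 1), and 0.414 with values scaled to TPM, so that changes of this size are not separable from the scaling. The cause of these shifts was not tested further.

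No label or text pairs the libraries by their replicate numbers. The deviations from the group means correlated at 0.179, 0.032, and -0.207 for numbers 1, 2, and 3. With 3 libraries in each group, these values neither show nor exclude a pairing. With the replicate block, 43 genes were called higher and 14 lower.

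Among the gene sets, all directions were kept. With the genes of the study's heatmaps, the adjusted p was 6.1e-07 for brown fat cell differentiation, 4.33e-10 for PPAR signaling, and 0.000279 for beta-oxidation, whose genes the study chose on these libraries, so that this is not independent evidence. For the glucose metabolic process it was 6.13e-07, with genes whose choice the paper's text does not describe. With an inter-gene correlation estimated from the data, the adjusted p of camera rose to 0.24 for beta-oxidation, 0.122 for the glucose metabolic process, 0.122 for the PPAR signaling pathway, and 0.059 for brown fat cell differentiation, which no longer passed. For the glucose metabolic process it was also 0.107 with arrayWeights and 0.0894 with voom and sample quality weights. The fatty acid biosynthetic process passed with the genes of the study's heatmap (0.0369) and with voom and sample quality weights (0.0461), and across the fits that left out one library it ran from 0.0492 to 0.448, with the lowest value without NJT-2 replicate 2. Other leave-one-out ranges were 0.000112 to 0.017 for beta-oxidation, 0.00857 to 0.0461 for glucose, 1.7e-05 to 0.000676 for PPAR signaling, and 2.55e-05 to 0.000676 for brown fat. Of the 10 splits of the libraries, as small a camera p was given by 2 for beta-oxidation, 4 for fatty acid biosynthesis, 1 for glucose, 1 for PPAR signaling, and 1 for brown fat, the real split included. With 10 splits, these counts do not decide about chance. For the Fisher test of the PPAR pathway the count was 1, but the other 9 splits had no called gene, so that it says nothing about the pathway.

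The over-representation of the PPAR signaling pathway had an adjusted p of 0.0642. It passed 0.05 with DESeq2 (0.00163), with no filter (0.00739), with arrayWeights (5.32e-05), with voom and sample quality weights (1.75e-05), with genes called higher only (0.028), and with all tested genes as the background (0.00702). It ran from 0.08 to 1 across the fits that left out one library and made any call. Without vehicle replicate 1, NJT-2 replicate 1, or NJT-2 replicate 3, only 1 called gene had an annotation, so these fits say nothing about the pathway. Without vehicle replicate 2, no gene was called and no value was obtained.

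For single genes with a test, 465 comparisons with an alternative were made, in which 386 values kept direction and call. Of the others, 61 lost the call, 53 of them in fits without a library, 17 gained it, and 1 changed direction, *Fasn*, at -0.24 with the length trend taken out. The separation of the groups kept its sign in all alternatives, from 13.2 to 18.4, the highest on log2 CPM, and from 8.74 to 22.4 without single libraries, where its exact permutation p ran from 0.1 to 0.3. Summing rows with the same symbol was not run because no symbol had more than 1 row. *Cidea*, a gene under the filter, had too few counts for a rise to be detectable. It had 9, 4, and 0 counts with NJT-2 and none with vehicle. Its bound of 1.2-fold against the floor was 0.59 without NJT-2 replicate 1 and 1.79 without NJT-2 replicate 3. Whether depth limited genes above the filter was not tested.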

Differences from the paper's values

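For *Adipoq*, minus log10 of p was 5.47 in edgeR against about 31 in the paper's Fig. 4D, read by eye, and for *Cd36* it was 3.98 against about 22 in Fig. 4D. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's values for both genes, with 38.6 for *Adipoq* and 24.9 for *Cd36*, and limma with arrayWeights did so for *Cd36* with 16.5. None of the others closed the gap. The log2 fold changes of both genes did not differ, at 6.62 for *Adipoq* against about 6.9 in Fig. 4D and 8.08 for *Cd36* against about 8.1 in Fig. 4D.

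The paper lists *Glut4* and *Pparα* among the glucose metabolism genes that NJT-2 raised, *Plin5* among those of fatty acid oxidation, and *Fasn* and *Scd2* in the lipid biosynthesis profile. Apart from the RNA-seq, it also reports *Glut4* and *Fasn* as raised by NJT-2 in qPCR of cultured adipocytes (Figures S5B and S5D). In edgeR, *Slc2a4* (*Glut4*) had an adjusted p of 0.0933, *Plin5* of 0.1, *Scd2* of 0.253, and *Fasn* of 0.598, and none was called. DESeq2 called *Slc2a4* (9.8e-08) and *Plin5* (0.000284) but neither *Scd2* (0.0862) nor *Fasn* (0.59). All 4 were called by limma with arrayWeights and by voom with sample quality weights, the latter chosen after seeing the data, and *Slc2a4* was also called with the replicate block (0.0226). Over all alternatives the adjusted p ran from 4.88e-09 to 0.378 for *Slc2a4*, from 2.83e-08 to 0.4 for *Plin5*, from 4.29e-07 to 0.495 for *Scd2*, and from 6.17e-07 to 0.945 for *Fasn*. *Ppara* was under the filter and had an adjusted p of 0.188 in edgeR over all genes with a count. *Cox8b*, which the paper names among induced genes, had one of 0.244 there. DESeq2, limma, and voom were not run on *Ppara* or *Cox8b*.

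The paper shows the fatty acid biosynthetic process as an enriched set (Figure S5F). In camera its adjusted p was 0.212, and it passed only with the genes of the study's heatmap (0.0369), whose choice the paper's text does not describe, without NJT-2 replicate 2 (0.0492), and with voom and sample quality weights (0.0461), the last chosen after seeing the data. The paper ranks the PPAR signaling pathway first among KEGG pathways. It had rank 1 here, with an adjusted p of 0.0642, and rank 2 with DESeq2 behind the citrate cycle. In the fits that left out a library and made any call, it had rank 4 without vehicle replicate 1, rank 2 without vehicle replicate 3, and rank 3 without each of the NJT-2 libraries. The ranks without vehicle replicate 1, NJT-2 replicate 1, and NJT-2 replicate 3 each rest on 1 called gene with an annotation and say nothing about the pathway. In the other alternatives it had rank 1. The paper's PCA of differentially expressed genes (Figure S5E) shows the 3 NJT-2 libraries close together, whereas over all tested genes NJT-2 replicate 2 lay at least 55.3 from each of the other NJT-2 libraries, which were 11.8 apart.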

Other observations

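Of the tests in this part, the correlations of the vehicle libraries with transcript length and the interferon list without vehicle replicate 1 were chosen after the result was seen, and the tests of GC content and of length as the whole of the departure of NJT-2 replicate 2 were chosen after the correlations of the libraries with GC content and length were seen. Here too, camera on the lists used only the preset inter-gene correlation, and the percentiles of random lists do not measure the spread between libraries.

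Vehicle replicate 1 stood apart from the other libraries. Its log2 ratio to the mean of vehicle replicates 2 and 3 had a Spearman correlation of -0.413 with transcript length over the tested genes, with a median of 0.892 for transcripts of up to 1962 bases and of -0.69 for those from 5051 bases. A loss of long transcripts in this library may be part of its departure, but the trend is not particular to it. Vehicle replicate 3 had a correlation of 0.547 against the mean of the other vehicle libraries, and against the mean of the NJT-2 libraries vehicle replicate 2, which did not stand apart, had one of -0.421 and vehicle replicate 1 one of -0.416. The tables argue against length as the whole of the distance. On log2 CPM values, the mean distance of vehicle replicate 1 to the other vehicle libraries was 2.29 times the distance between those, 2.58 times with the trend with length taken out, and 2.18 times with the trend with GC content taken out. They also argue against smaller depth, since vehicle replicate 2 thinned to the total of replicate 1 moved by 3.79% of the distance between the libraries. No biological explanation was tested, as the design names none between vehicle cultures.

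NJT-2 replicate 2 also stood apart, with a mean distance on log2 CPM values to NJT-2 replicates 1 and 3 of 3.92 times the distance between those. A first look showed genes of the low oxygen response high in it. In a second list of this response, which holds none of the genes first seen, 14 of 15 were higher than in the other NJT-2 libraries, with a median log2 ratio of 2.02, at percentile 100 of 10000 random lists matched on expression and length. A response to low oxygen in this culture may explain part of the departure. The tables argue against a trend with length as the whole of it, as the ratio stayed at 3.92 with the trend taken out, while a partial bias stays open at a Spearman correlation of 0.181. A lower share of adipocytes would raise other genes alike, but the low oxygen list rose 2.37 more (log2) than the list of preadipocyte and fibroblast genes, which has 4 tested members. Adipocyte genes were lower in this library than in the other NJT-2 libraries, with a median log2 ratio of -1.38.

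Interferon response genes were lower with NJT-2. The first list had 4 tested members, *Mx1*, *Mx2*, *Rsad2*, and *Irf7*, all lower, with a median log2 fold change of -2.31 (camera adjusted p = 0.000132 over 9 lists, fry adjusted p = 0.00196), and none was called, while 4 had an unadjusted p under 0.05. In a second list, 11 of 11 genes were lower with a median of -0.84, at percentile 0.31 of 10000 matched random lists, so the fall covers other genes of the response, as a lower interferon response with NJT-2 would. The first list was at -2.08 without vehicle replicate 1, which argues against the bias of that library as the source. Whether the cultures differed in their exposure to a stimulus could not be tested.

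Genes of brain tissue differed between libraries of one group. A first look showed 11 of them near 0 in vehicle replicate 1, and these 11 were chosen for that. Among them, *Camk2a* had 11, 1264, and 7722 counts in vehicle replicates 1, 2, and 3 and 1735, 8735, and 1381 in NJT-2 replicates 1, 2, and 3, and *Nefl* had 0, 304, and 1133 and then 428, 2362, and 356. The median log2 value of a second brain list, which holds none of them and has 8 tested genes, was 3.19, 3.70, and 5.45 in vehicle replicates 1, 2, and 3 and 4.19, 5.48, and 4.08 in NJT-2 replicates 1, 2, and 3. The range of these medians stood at percentile 91.87 of 10000 matched random lists, and a list of liver genes had only 1 tested gene, so RNA of brain tissue as a source and variation in the cultured cells cannot be told apart with so few genes.

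Proliferation genes were lower with NJT-2, with a median log2 fold change of -0.85 over 6 tested genes (camera adjusted p = 0.00452 over 9 lists, fry adjusted p = 0.00931), and the list of preadipocyte and fibroblast genes was at -0.78 over 4 (camera adjusted p = 0.0372). The medians without vehicle replicate 1 were -1.08 and -0.98. Of the other lists, those for cholesterol synthesis (median -0.043), endothelial cells (0.214), nuclear genes of oxidative phosphorylation (0.534), and skeletal muscle (0.876) had adjusted p-values from 0.161 to 0.725 in camera. Among 10000 matched random lists, the median for oxidative phosphorylation stood at percentile 99.36 and the other 3 between percentiles 25.15 and 76.17. The list for oxidative phosphorylation was at 0.897, -0.45, and 0.69 in NJT-2 replicates 1, 2, and 3 against the vehicle mean, and the lymphocyte list had no tested gene. In the list of genes named for beige or thermogenic fat, 3 genes were tested. *Plin5* was higher, *Ckmt1* had a log2 fold change of 1.09, and *Dio2* was lower at -1.34 (adjusted p = 0.159 in edgeR and 0.0207 in DESeq2, from 0.000248 to 0.442 over the alternatives), with an FPKM of 3.69 ± 0.923 with vehicle and 1.65 ± 0.516 with NJT-2 (SD, n = 3 each). By qPCR in this cell model, the paper reports *Dio2* as raised by NJT-2.

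The paper's text gives *Cpt1b* for a qPCR result that the legend of Figure 3H gives for *Cpt1a*. In the RNA-seq, *Cpt1a* had an FPKM of 5.32 ± 2.99 with vehicle and 3.87 ± 0.195 with NJT-2 (SD, n = 3 each), with a log2 fold change of -0.54 (standard error 0.36, adjusted p = 0.412 in edgeR). *Acaca*, which encodes the enzyme the paper calls *Acc1* and measured by qPCR, had a log2 fold change of 1.37 (standard error 0.48, adjusted p = 0.221 in edgeR). Over its alternatives the adjusted p of *Acaca* ran from 6.28e-09 to 0.506. It was called by limma with arrayWeights and by voom with sample quality weights, the latter chosen after seeing the data. With the length trend taken out, also chosen then, its log2 fold change was 0.72.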
